# Onecut1 and Onecut2 Play Critical Roles in the Development of the Mouse Retina

**DOI:** 10.1371/journal.pone.0110194

**Published:** 2014-10-14

**Authors:** Jillian J. Goetz, Gregory M. Martin, Rebecca Chowdhury, Jeffrey M. Trimarchi

## Abstract

The entire repertoire of intrinsic factors that control the cell fate determination process of specific retinal neurons has yet to be fully identified. Single cell transcriptome profiling experiments of retinal progenitor cells revealed considerable gene expression heterogeneity between individual cells, especially among different classes of transcription factors. In this study, we show that two of those factors, Onecut1 and Onecut2, are expressed during mouse retinal development. Using mice that are deficient for each of these transcription factors, we further demonstrate a significant loss (∼70–80%) of horizontal cells in the absence of either of these proteins, while the other retinal cells appear at normal numbers. Microarray profiling experiments performed on knockout retinas revealed defects in horizontal cell genes as early as E14.5. Additional profiling assays showed an upregulation of several stress response genes in the adult Onecut2 knockout, suggesting that the integrity of the retina is compromised in the absence of normal numbers of horizontal cells. Interestingly, melanopsin, the gene coding for the photopigment found in photosensitive ganglion cells, was observed to be upregulated in Onecut1 deficient retinas, pointing to a possible regulatory role for Onecut1. Taken together, our data show that similar to Onecut1, Onecut2 is also necessary for the formation of normal numbers of horizontal cells in the developing retina.

## Introduction

Cell fate determination is an intricate process that is controlled by combinations of genes, which have not yet been fully identified. A better understanding of how cellular diversity arises in vertebrates can help us comprehend precisely how cells become specialized to perform specific functions within a complex tissue. Diversity is an especially critical component of the central nervous system’s ability to perform complex tasks such as sensory processing. Developing neural progenitors must integrate extrinsic signals from their environment and neighboring cells, as well as intrinsic cues (usually in the form of transcription factors), in order to make appropriate cell fate determinations. The manner in which the progenitor cell in question interprets these signals varies in different tissues [1], [2]. In a deterministic model of cell fate acquisition, these signals act to facilitate the generation of specific repertoires of daughter cells in a stereotyped fashion [3], [4]. Conversely, a stochastic or probabilistic model of cell-fate determination proposes a more fluid development, wherein the dynamic nature of intrinsic and extrinsic signals lead to changing probabilities of a progenitor cell generating various different cell types [3], [5]. Although evidence for theories of neurogenesis exists in different model systems [5], [6], recent studies in zebrafish suggest that stochastic probabilities play a role in the cell fate determination of the developing retina [3].

The developing retina is an excellent model to study neural cell fate determination due to its relatively simple organization and ease of accessibility. During retinogenesis, a combination of intrinsic and extrinsic signals drives a common pool of retinal progenitor cells to generate a functioning tissue with the correct proportions of six different neurons and one glial cell type [4], [7], [8]. The mature retina is organized into three cell layers: an outer nuclear layer (ONL) consisting of the two types of photoreceptors, rods and cones; an inner nuclear layer (INL) containing horizontal, bipolar, and amacrine interneurons; and lastly, a retinal ganglion cell layer (GCL) composed of displaced amacrine cells and ganglion cells, whose long axons comprise the optic nerve and communicate visual signals to the cortex [9]. During development each retinal cell type is generated at overlapping yet distinctive timepoints from a common pool of progenitor cells [7]. This timeline of generation is stereotypical among vertebrates, with ganglion cells generated first, followed closely by early-born amacrine cells, horizontal cells, and cone photoreceptors [10]–[14]. These early-generated cells are followed by the production of the later-born bipolar cells and the sole retinal glia type, the Muller glia, while the large population of rod photoreceptors is generated throughout retinal development [11], [13]–[15]. Identifying the factors that drive retinal progenitor cells to one cell fate versus another can be challenging, especially when attempting to focus on those that drive the generation of rare yet functionally critical neurons, such as ganglion cells or horizontal cells. Additionally, even retinal progenitor cells that will eventually produce the same type of neuron may be at various stages of development at any given point during retinogenesis. Whole-tissue approaches aimed at uncovering the transcriptomes of progenitor cells during cell fate determination can drown out the signals of rare cells or dynamic changes within certain progenitor cells at various stages of development. Therefore, a single-cell approach was previously utilized to profile the transcriptomic signatures of individual progenitor cells from multiple stages of mouse development [16]. These single cell transcriptomes revealed considerable gene expression heterogeneity among retinal progenitor cells, especially when transcription factors were specifically examined.

One intrinsic factor that is important for retinal development, Math5, is a basic helix-loop-helix (bHLH) transcription factor that is expressed in subsets of retinal progenitor cells in the embryonic retina [17], [18]. Lineage tracing studies have shown Math5 expression in progenitor cells that generated early-born retinal cell types, including rod and cone photoreceptors, amacrine cells, horizontal cells, and ganglion cells [19], [20]. Loss of Math5 leads to an 80–90% decrease in retinal ganglion cells in mice and a complete loss of ganglion cells in the zebrafish [21]–[23]. Concomitantly, the absence of this transcription factor led to an increase in the number of cone photoreceptors and subsets of amacrine cells [21], [23], indicating that it plays a critical role in the normal development of multiple cell types. Given the expression of Math5 and its importance in retinal development, the transcriptomes of single cells expressing Math5 were examined to identify genes involved in the acquisition of early retinal cell fates. These single cell profiles were derived from both progenitor cells isolated at random [16] and targeted cells isolated from Math5-LacZ mice (Trimarchi et al., in preparation).

Transcription factors present in subsets of Math5-expressing (Math5^+^) cells were of particular interest, as they were hypothesized to play a role in the activation of downstream transcriptomic programs that lead to the determination of particular retinal cell fates. Two such factors, Onecut1 and Onecut2, were identified through their expression in subsets of Math5^+^ cells. Additionally, these factors have recently been shown in a separate study to be expressed during retinal development [24]. The Onecut transcription factor family contains three members named for their characteristic structure that includes a single cut domain and a homeodomain [25], [26]. Previously, the Onecut transcription factors have been demonstrated to play critical roles in the development of the liver, bile duct, pancreas and the immune system [25], [27], [28]. In this study, two members of the Onecut family, Onecut1 (OC1) and Onecut2 (OC2), were found to be correlated with Math5 expression in the transcriptomes of individual retinal progenitors. The role of Onecut1 (OC1) in retinal cell fate has recently been investigated [29], but the functionality of its family member Onecut2 (OC2) in the developing retina has not been explored. In this study we examined the retinal phenotypes resulting from the loss of either OC1 or OC2 in mice. In mice deficient for either factor, we observed a significant decrease in horizontal cells, while the other retinal cell populations remained grossly the same. Through the use of microarray profiling, we further characterized both OC1 and OC2 deficient mice. Our results suggest that these transcription factors have significant redundancy in their regulation of horizontal cell genes and reveal possible differences in the regulation of genes in other retinal cell lineages.

## Materials and Methods

### Ethics statement

All procedures for the care and housing of mice conform to the U.S. Public Health Service Policy on the Humane Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee at Iowa State University.

### Tissue preparation

Whole eyes were removed and fixed in 4% paraformaldehyde/phosphate buffered saline (PBS) at 4°C for 1 hour. Following fixation, eyes were rinsed 3 times in PBS at 4°C for 10 minutes. The sclera was dissected away from the intact lens and retina. Retinas (with lens intact) were post-fixed in 4% paraformaldehyde/PBS at 4°C for 15 minutes and then rinsed 3 times with PBS. The lens was removed and the retina taken for further processing depending upon the particular assay.

### Whole-mount immunohistochemistry

Dissected retinas were equilibrated at 4°C in sucrose solutions of increasing concentrations in a step-wise manner, 10%, 20%, 30% sucrose (w/v) in PBS, for at least 30 minutes or until the retina had settled to the bottom of the tube. While the retinas were in 30% sucrose/PBS, they were snap-frozen on dry ice and subjected to three freeze/thaw cycles. Retinas were stored at −80°C in the 30% sucrose/PBS solution or used for immunostaining immediately. Following freeze/thaw, retinas were rinsed 3 times in PBS for 30 minutes and blocked for 2 hours at room temperature (RT) in blocking solution [3% goat serum/1% bovine serum albumin (BSA)/0.1% Triton-X100/0.02% sodium dodecyl sulfate (SDS) in PBS]. Retinas were then incubated in primary antibody in blocking solution overnight at 4°C on a rocking platform. The next day, retinas were rinsed 3 times in PBS for 30 minutes and placed in secondary antibody in blocking solution overnight at 4°C on a rocking platform. Retinas were rinsed 3 times in PBS for 30 minutes and then flattened between two coverslips for confocal imaging on a Leica SP5 X MP confocal microscope.

### Tissue sectioning

Dissected retinas were equilibrated in 30% sucrose/PBS at 4°C until they sank to the bottom of the tube. They were then frozen in an equilibrated solution of 50% (30% sucrose/PBS): 50% optimal cutting temperature compound (OCT, Tissue-Tek; Sakura Finetek, Torrance, CA) and stored at −80°C. Cryosections were cut at 20 µm, collected on Superfrost Plus slides (Fisher Scientific), and air-dried for 30 minutes at RT before storage at −80°C.

### Section antibody staining

Sections were incubated in blocking solution (1% BSA/0.1 Triton-X100 in PBS) for 1 hour at RT and then in primary antibody in blocking solution overnight at 4°C. Slides were rinsed in blocking solution 3 times and incubated with secondary antibody in blocking solution for 2 hours at RT. Slides were rinsed with PBS, mounted in Fluoromount-G and visualized on a Leica SP5 X MP confocal microscope.

Primary antibodies used were anti-Calbindin28K (1∶2000) (Swant, Switzerland), anti-Chx10 (1∶1000) [30], anti-Glutamine Synthetase (1∶10,000) (Sigma), anti-Rhodopsin (1∶100) [31], anti-GFAP (1∶100) (Abcam), and anti-HNF-6/OC1 (1∶200) (Santa Cruz Biotechnology). The anti-Pax6 (1∶50) and anti-Islet1 (1∶50) antibodies were obtained from the Developmental Studies Hybridoma Bank (DHSB), developed under the auspices of the NICHD and maintained by the University of Iowa, Department of Biology, Iowa City.

### Quantitative immunohistochemical analysis

For analysis, identically-sized fields of immunostained retinal cryosections were counted by hand in Adobe Photoshop, blinded to genotype. After counts were made for WT and KO fields (n = 3 biological replicates for both - except in the case of Calb28k, in which 4 fields of both amacrine cell staining and horizontal cell staining were counted), t-tests were performed to compare counts of the WT and KO fields. Error bars indicate standard error.

### Section in situ hybridization

#### Riboprobe synthesis

Probe template sequences were amplified from mouse cDNA, cloned into the pGEM-T vector (Promega) and sequenced. Antisense riboprobes were transcribed using either T7 or Sp6 RNA polymerase in the presence of digoxigenin (DIG) or fluorescein-labeled nucleotides for 1–2 hours at 37°C. Riboprobes were treated with DNase I for 15 minutes at 37°C and precipitated overnight with LiCl and 100% ethanol.

#### *In Situ* Hybridizations (ISH)

*In situ* hybridizations on retinal cryosections and dissociated cells were performed exactly as described in Trimarchi et al. 2007. For the dissociated ISH, one probe was synthesized with a digoxigenin (DIG)-label and the other probe was labeled with fluorescein. DIG-labeled probes were detected using an anti-DIG-POD antibody (Roche, 1∶1000) and a Cy3 tyramide solution (PerkinElmer), while fluorescein-labeled probes were detected using an anti-fluorescein-POD antibody (Roche, 1∶1000) and an Alexa-488 tyramide (Life Technologies). Tyramide amplification (Life Technologies) was performed for 10 minutes for the DIG-labeled probe, followed by inactivation in 0.3% hydrogen peroxide and tyramide amplification for the fluorescein-labeled probe. The slides were fixed in 4% paraformaldehyde and mounted. Six independent fields were photographed and quantified for each.

### Microarray experiments

#### Total RNA Isolation

RNA was extracted from retinal tissue using TRI-Reagent (Sigma) according to the manufacturer’s instructions. Briefly, tissue was homogenized in 1 ml of TRI-Reagent, 0.1 ml of 1-bromo-3-chloropropane was added to sample, followed by vigorous shaking for 15 seconds. Samples were allowed to sit at RT for 10 minutes and centrifuged at 13,300 rpm for 15 minutes at 4°C, and the resulting aqueous phase was isolated. RNA was precipitated by adding 0.5 ml of isopropanol per 1 ml of TRI-Reagent and allowing the sample to incubate at RT for 10 minutes followed by centrifugation at 13,300 rpm for 10 minutes at 4°C.

#### RNA Amplification

Total RNA from retinal tissue was amplified, biotinylated, and fragmented using the MessageAmp III RNA Amplification Kit (Ambion), following the manufacturer’s instructions. All steps were carried out in a thermal cycler. 10 µg of amplified RNA was fragmented for all of the directly compared samples. Amplified RNA was hybridized to Affymetrix GeneChip Mouse Genome 430 2.0 arrays at the Iowa State University GeneChip Facility. Microarray analysis was performed using the Affy R package developed by Bioconductor. After background adjustment and normalization using Mas5, the data were log(2) transformed. To be considered for differential expression analysis, the log(2) transformed mean of either n = 3 WT or n = 3 KO expression values must have exceeded 7 to indicate overall expression in either genotype. A two-tailed t-test which resulted in p-values of less than 0.05 indicated significant differential expression.

### qPCR

RNA was isolated from individual mouse retinas at various ages using TRI-reagent (Sigma). cDNA was generated from 400 ng of retinal RNA using random primers and SuperScript III (Life Technologies) according to the manufacturer’s instructions. qPCR was performed using SYBRGreen MasterMix (Thermo) and a BioRad CFX96 Real Time System with BioRad C1000 Thermal Cycler using the following program: 15′ at 95°C and 40 cycles of 15 sec at 95°C, 30 sec at 56°C, and 30 sec at 72°C. Each sample was normalized to β-Actin primers. The analysis of the qPCR data was performed exactly as in Livak and Schmittgen (Livak and Schmittgen, 2001). Briefly, the difference in average ΔΔC(t) values and the difference plus and minus the standard error of the difference were computed on the C(t) scale. The base-2 antilogs of these three values were computed to obtain values with error bars on the fold change scale. Results were plotted on a logarithmic scale.

### Mouse genotyping

OC1 and OC2 deficient mice were genotyped with primer pairs for the WT and null alleles. OC1-WT: 5′-CAGCACCTCACGCCCACCTC-3′, 5′-CAGCCACTTCCACATCCTCCG-3′; OC1-KO: 5′-CTGTGCTCGACGTTGTCACTG-3′, 5′-GATCCCCTCAGAAGAACTCGT-3′. OC2-WT: 5′-GCCACGCCGCTGGGCAAC-3′, 5′-CAGCTGCCCGGACGTGGC-3′; OC2-KO: 5′-GACCGAGTACAAGCCCACG-3′; 5′-GTCCGCGACCCACACCTT-3′. Reactions containing all four primer pairs for each mouse strain were amplified by 35 cycles of PCR, with the same program for both strains (94°C for 30 seconds, 60°C for 30 seconds, 72°C for 30 seconds, with a 3 minute initial denaturation at 94°C). OC1 PCR reactions included WT primers at 0.2 µM each and null allele primers at 1.6 µM each. OC2 PCR reactions included all WT and null allele primers at 0.8 µM, as well as 1X MasterAmp (Epicentre). OC1 genomic DNA was isolated by adding 200 ul 50 mM NaOH to tissue samples (ear clips for live mice, confirmed by tail clips upon harvesting) and incubating at 95°C for 30 minutes, followed by the addition of 50 ul 1 M Tris pH 8 and centrifugation for six minutes at 13,300 rpm at 4°C. OC2 genomic DNA preparation required phenol-chloroform (1∶1) extraction followed by ethanol precipitation.

## Results

The Math5 transcription factor is expressed during the early stages of mouse retina development in the lineages of many retinal cells, including photoreceptors, amacrine cells, horizontal cells, and ganglion cells [20]. To identify genes involved in the cell fate determination process of early-born retinal neurons, we isolated single Math5^+^ progenitor cells and identified genes that were strongly correlated with Math5 expression in these cells [16]. Microarray data revealed that members of the Onecut family of transcription factors (Onecut1 and Onecut2) were present in subsets of Math5^+^ single cells (Figure 1A). To confirm the findings of the single-cell microarrays, as well as to better understand the expression of these factors in the retina, *in* *situ* hybridization (ISH) was performed for Onecut1 (OC1) (Figure 1B) and Onecut2 (OC2) (Figure 1C) at various timepoints during retinal development. Both transcription factors were observed in subsets of retinal cells, in an area consistent with expression in retinal progenitor cells and newly generated retinal neurons (Figure 1B, C). To quantify the number of cells that co-expressed Math5 and the Onecut factors, dissociated fluorescent ISH was utilized (Figure 1D, E). At E14.5, a significant percentage (27.2%) of Math5^+^ cells also expressed OC1, while 10.6% of Math5^+^ cells also showed expression of OC2 (Figure 1F). As the retina matured, the expression of both OC1 and OC2 became limited to the apical side of the inner nuclear layer, where the horizontal interneurons are located (Figure 1B, C). In addition, OC1 expression was observed in a subset of cells in the GCL (Figure 1B). Interestingly, only OC1 expression was observed in the GCL and not OC2, whereas both proteins were previously reported to be in the GCL by antibody staining (Wu et al., 2012). This may reflect a difference in mRNA and protein expression. Otherwise, the timing and location of expression of Onecut1 and Onecut2 is consistent with a recent publication [24] and suggests a possible role for the Onecut transcription factors in regulating retinal development. With these data in mind, we obtained OC1 and OC2-deficient mice (Clotman, et al., 2005) and determined how loss of these transcription factors affected retinal cell populations.

**Figure 1:**
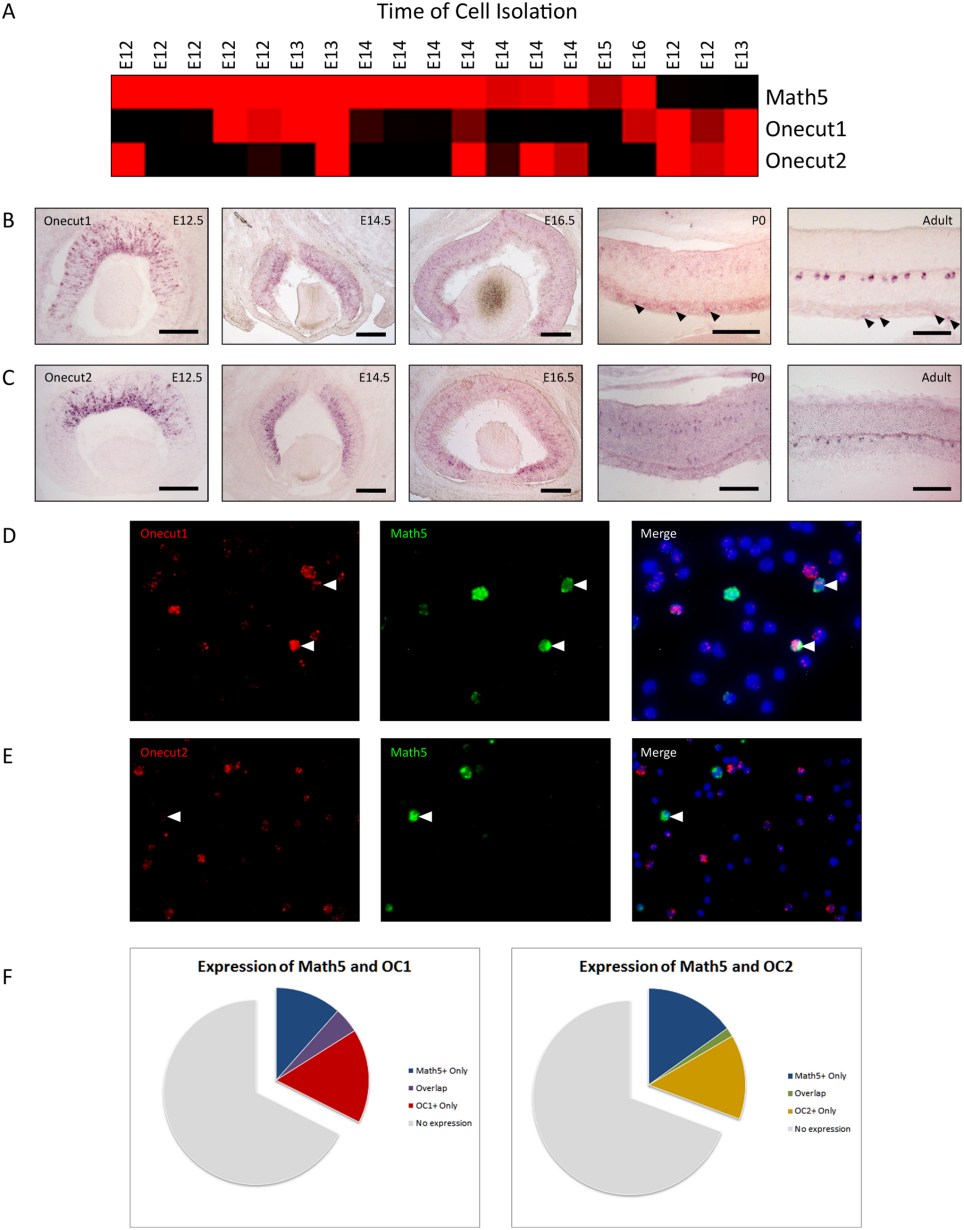
Expression of Onecut1 and Onecut2 in the developing murine retina. The expression of Onecut transcription factors was analyzed throughout retinal development (A). A heatmap indicating the genes (rows) expressed in isolated single retinal progenitor cells (columns) at various stages of development, from embryonic day (E)12.5 to E16.5. Increased expression of a gene in a given cell is indicated in shades of red, while the absence of expression is indicated with a black square. Expression patterns of Onecut1 (B) and Onecut2 (C) mRNAs were determined via in situ hybridization at various stages of retinal development and in the adult retina. Arrowheads indicate expression in the ganglion cell layer. Adult scale bars represent 100 µm; all others 200 µm. (D,E) Dissociated cell in situ hybridization was performed at E14.5 using a probe targeting either Onecut1 or Onecut2 and Math5. Arrowheads indicate overlapping Math5 and Onecut family member expression. (F) Quantification of dissociated retinal cells expressing Math5, Onecut1, and Onecut2.

### Retinal phenotypes in the OC1-deficient mouse

Previous studies have demonstrated that OC1 is a critical transcription factor in liver development (Clotman, et al., 2002). Due to this important function, most OC1-KO mice die either at birth or in the immediate postnatal period. Despite the high mortality rate resulting from complete loss of OC1, we were able to obtain a few mature, postnatal day (P)21 OC1-KO mice. Since the effects of OC1 deficiency on retinal development had not previously been studied in this particular mouse line, we examined whether mature retinal cell populations were present in the absence of OC1. To specifically determine any deficits in populations of retinal cells, P21 OC1-KO retinas were surveyed using immunohistochemistry with antibodies that mark each subset of retinal cells (Figure 2). Compared to wildtype littermate control animals (Figure 2A–E), populations of rod photoreceptors (Figure 2A’), amacrine cells (Figure 2B’), bipolar cells (Figure 2C’,D’), and Muller glia (Figure 2E’) were unchanged in adult OC1-KO mice. OC1 has previously been shown to play an important role in the development of horizontal cells using a conditional knockout mouse model [29]. Consistent with this report, a significantly decreased horizontal cell population was readily apparent in our P21 OC1-deficient mice (Figure 2F, F’).

**Figure 2:**
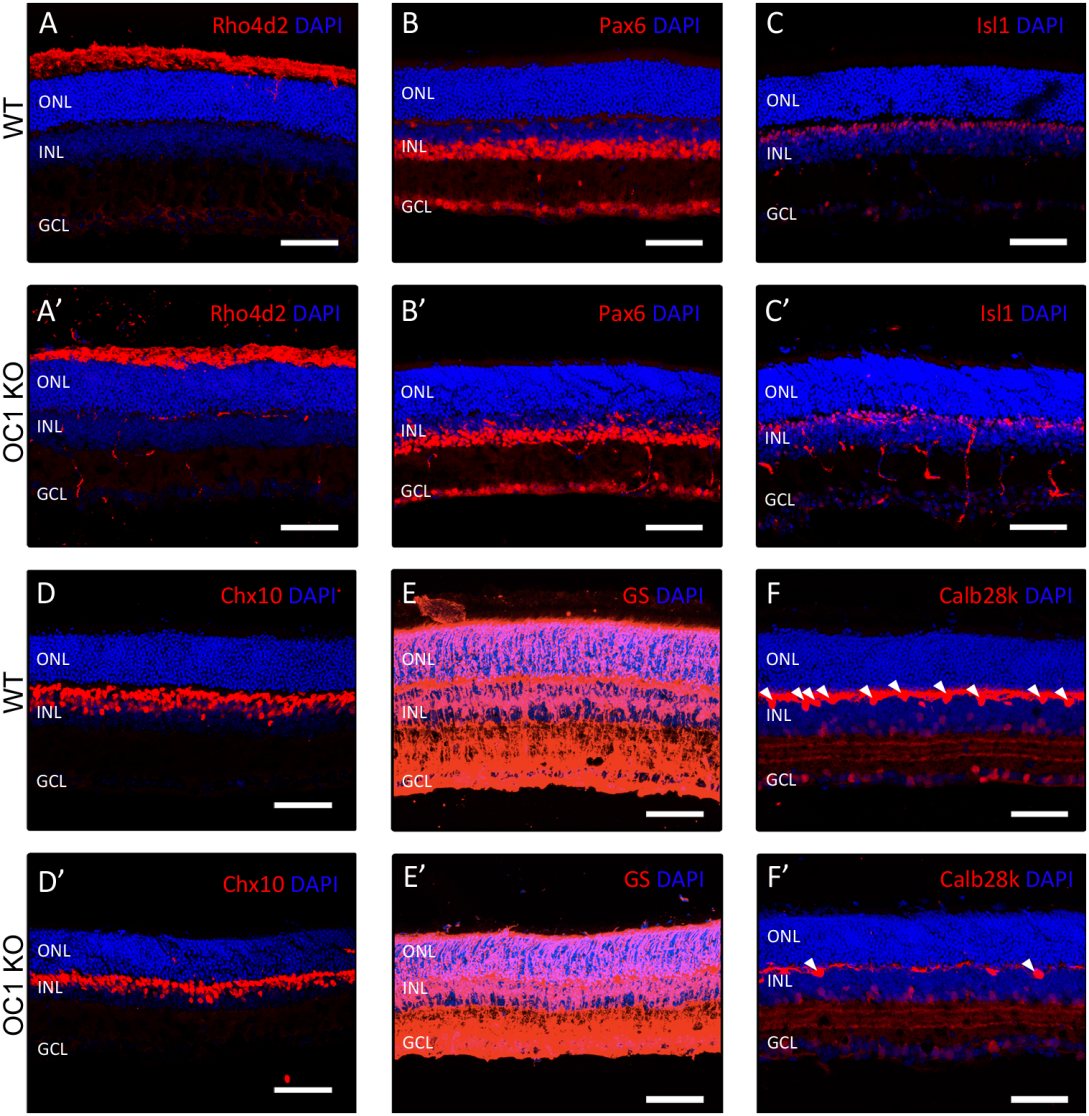
Immunohistochemistry of Adult OC1 Knockout Retinas. Changes in mature retinal cell populations resulting from the loss of OC1 were examined using immunohistochemistry. Most retinal populations were unchanged between wildtype and OC1-KO littermates, including rod photoreceptors (A,A’), amacrine cells (B,B’,C,C’), bipolar cells (D,D'), and Muller glia (E,E’). However, anti-Calb28k-staining shows a decrease in horizontal cells in OC1-KO retinas as compared to a wildtype littermate (F,F'). Arrowheads indicate horizontal cell nuclei. Scale bars represent 100 µm.

### Retinal phenotypes in the OC2 deficient mouse

We observed that OC2 is expressed at developmental timepoints and in cell populations reminiscent of its family member, OC1 (Figure 1). Therefore, we next explored the consequences resulting from the loss of OC2 during retinal development. To determine whether the development of retinal cell populations was disrupted by loss of OC2, adult (P21) retinal cell populations of OC2-deficient mice were surveyed by immunohistochemistry using a similar panel of antibodies as in the OC1-deficient mouse retinas (Figure 3). No changes were observed in populations of rod photoreceptors (as marked by αRho4d2, Figure 3A, A’), amacrine interneurons (αPax6, Figure 3B, B’), bipolar cells (αIsl1, Figure 3C, C’; αChx10, Figure 3D, D’), or Muller glia (αGS, Figure 3E, E’). However, horizontal cell populations were significantly decreased in OC2-KO, to a similar degree as observed in the OC1-KO (Figure 3F, F’). To ensure there were not any small, but significant differences in these cell types, cell counts were performed on sections from n = 3 different wildtype and OC2-KO mice. No significant differences were observed for any cell types except the horizontal cells (Figure 3G). To further confirm the results obtained through immunohistochemical analysis, we performed *in* *situ* hybridizations on cryosections from P21 OC2-KO retinas. We did not observe any significant differences between OC2-KO animals and their wildtype littermates in either the rod or cone photoreceptor populations (Figure S1 A–C’), bipolar cells (Figure S1D,D’), GABAergic (GAD1– Figure S1E,E’) and glycinergic (SLC6A9– Figure S1F,F’) amacrine interneurons (Figure S1G,G’,H,H’), ganglion cells (Figure S1I,I’), and Muller glia (Figure S1J,J’). However, ISH did reveal a significant decrease in horizontal cells (Figure S1K,K’,L,L’).

**Figure 3:**
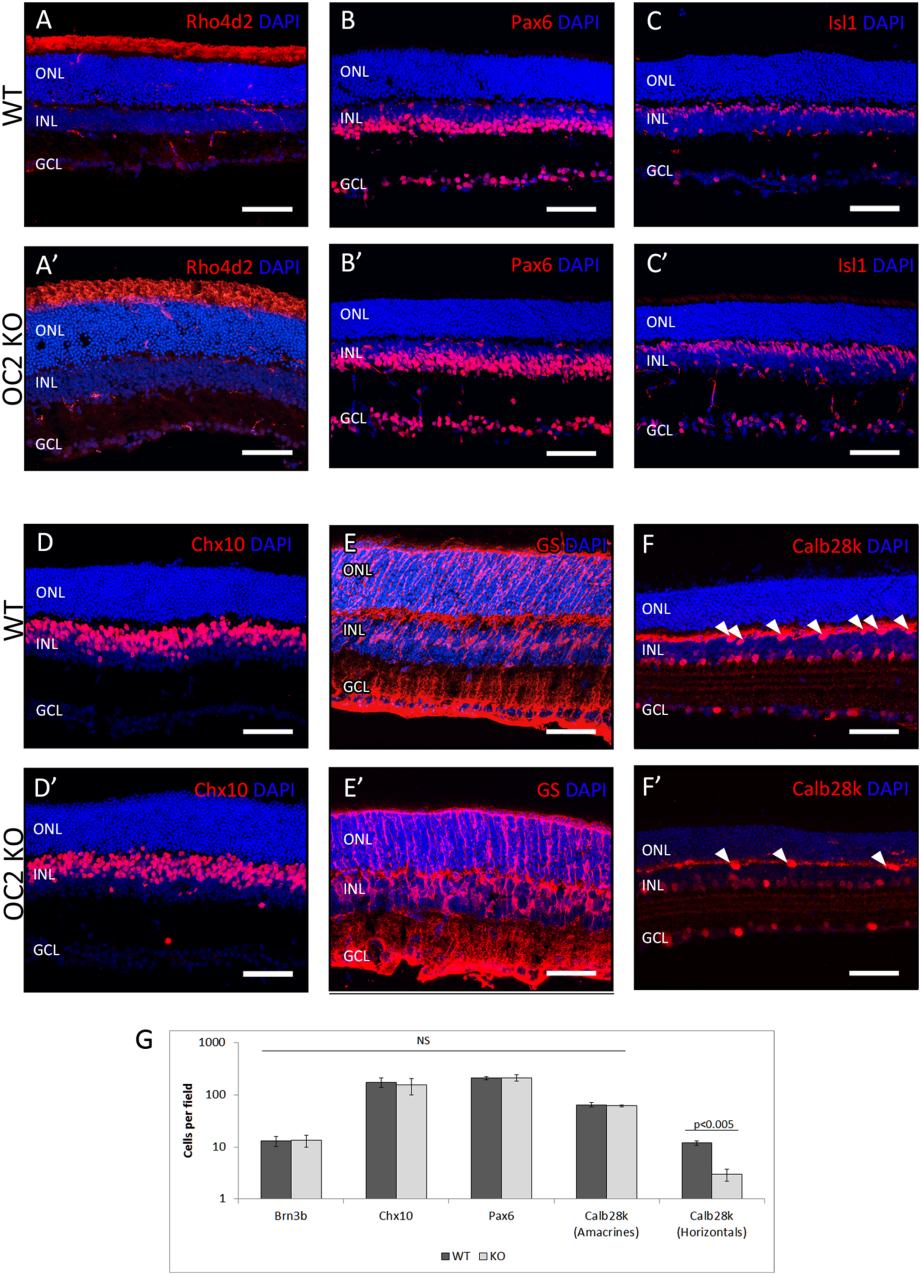
Immunohistochemistry of Adult OC2 Knockout Retinas. Changes in mature retinal cell populations resulting from the loss of OC2 were examined using immunohistochemistry. Rod photoreceptors (A,A'), amacrine cells (B,B',C,C'), bipolar cells (D,D'), and Muller glia (E,E') were unchanged, whereas the horizontal cell population was greatly decreased (F,F'; arrowheads indicate horizontal cell bodies). Scale bars represent 100 µm. (G) The results of the immunohistochemical analyses were quantified for identically-sized fields of cryosectioned retinal tissue. Although staining for Brn3b, Chx10, Pax6, and the Calb28k that marks amacrine cell bodies were unchanged, horizontal cell bodies marked by Calb28k were significantly decreased in OC2-KO retinas (n = 3, p<0.005).

To gain perspective on the overall patterning of horizontal cell loss, whole, flat-mounted retinas were stained using an antibody against the horizontal cell marker Calbindin-28k (Calb28k) (Figure 4). Whole mount staining showed a significant loss of the horizontal cell population across the entire retinas of both the OC1 (Figure 4A, A’) and OC2-deficient mice (Figure 4B, B’). In P21 OC2-deficient retinas, horizontal cells were decreased to about 20% of the levels seen in wildtype littermates (n = 3, p = 2e^−7^). Given the difficulty of obtaining OC1 mice at maturity we were only able to quantify one animal, but the horizontal cells were decreased by 35%. These observations demonstrate show that loss of either Onecut1 or Onecut2 interferes with either the generation or maintenance of horizontal cells in the murine retina.

**Figure 4:**
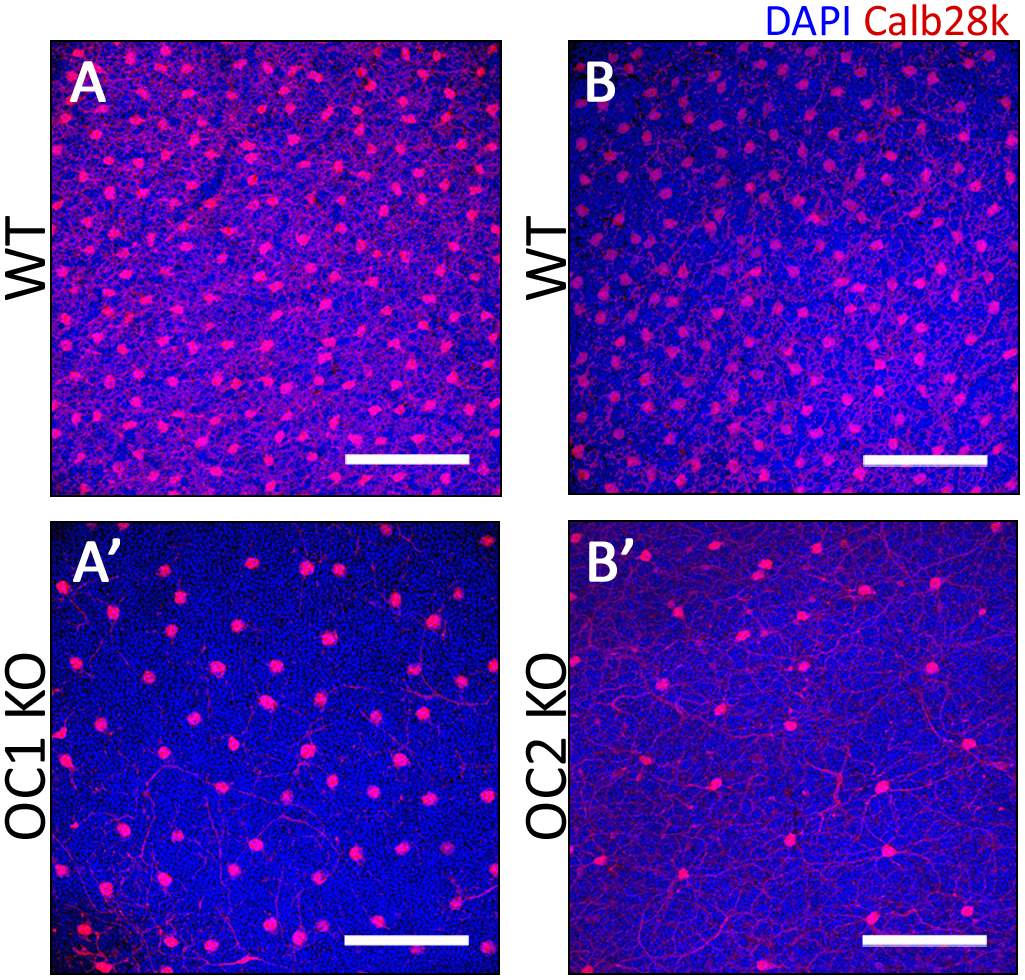
Assessment of horizontal cells by flat mount retina staining. To better understand the distribution of horizontal cell loss in the OC1 and OC2-KO retinas, immunohistochemistry was performed using an anti-Calbindin 28k antibody on age-matched WT (A,B), OC1-KO (A’), and OC2-KO (B’) retinas. Scale bars represent 100 µm.

In a previous study, Onecut1 deficient retinas were found to exhibit degeneration of the photoreceptor layer (ONL) by 8 months of age [29]. Therefore, we examined retinas of OC2-deficient mice for possible ONL degeneration at two different ages (Figure S2). Staining for Calbindin-28k indicated that the decrease in horizontal cells in OC2-KO mice compared to WT mice was maintained well into maturity (Figure S2). However, antibody staining for rod photoreceptors in the OC2-KO appeared grossly normal at 12 months of age when compared to a wildtype littermate (Figure S2A,A’). Conversely, a 16-month old OC2-deficient mouse displayed a thinner layer of rhodopsin staining compared to a WT age-matched littermate (Figure S2B,B’). These results indicate that although the horizontal cells are similarly decreased in both Onecut1 and Onecut2 deficient mice, the photoreceptor degeneration is much slower and less pronounced in the OC2-KO mouse compared to the OC1-KO.

We have observed that mature mouse retinas are either unable to generate or maintain wildtype levels of horizontal cell populations in the absence of either OC1 or OC2. To better understand the developmental stage when this phenotype becomes apparent, we investigated OC2 deficient retinas at various stages of maturity, starting with P5–10 (Figure 5). At these stages, nearly all retinal cells, including horizontal cells, are postmitotic [13]. Immunohistochemical analysis showed that at P5, the development of other retinal cells, including the late-developing rod photoreceptors (αRho, Figure 5A, A’) and bipolar cells (αChx10, Figure 5B, B’) appear normal. However, postnatal retinas lacking Onecut2 already show a marked decrease in horizontal cells both at P5 (Figure 5C, C’) and at P10 (Figure 5D, D’). These results suggest that the loss of horizontal cells in OC2-deficient retinas may not be due to a lack of horizontal cell maintenance, at least in the postnatal stages of development.

**Figure 5:**
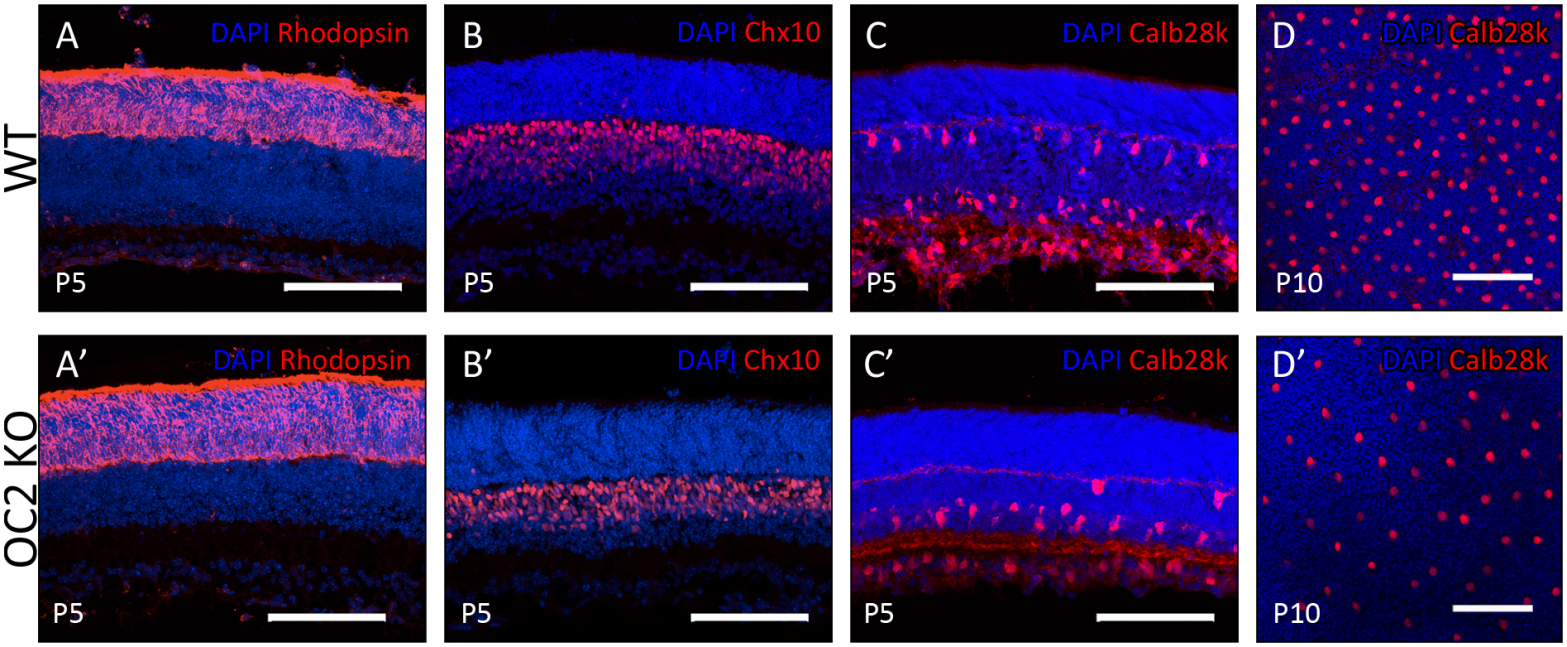
Examination of early postnatal stages in OC2-KO retinas. To determine whether this decrease in horizontal cells was confined to the fully mature retina, or was present earlier in development, immunohistochemistry was performed on the early postnatal retina. Age-matched animals were processed for either retinal sections (P5) or flatmounts (P10) and stained with an anti-Rhodopsin antibody (A,A’), an anti-Chx10 antibody (B,B’), or an anti-Calbindin 28k antibody (C,C’,D,D’). Scale bars represent 100 µm.

It is apparent that horizontal cell populations are disrupted before retinal maturation is completed in OC2-KO retinas. However, it is unclear whether the progenitor cells that would normally become horizontal cells undergo a fate change and become other retinal cell types, or if they differentiate normally into horizontal cells only to die in the absence of OC2. Horizontal cells are among the earliest born cell types in the retina, so a cell-fate change might be predicted to affect the population sizes of other early-born neurons. To examine whether a cell fate change was apparent in early retinal differentiation, ISH was performed at E16.5 (Figure S3). A high percentage of early-born retinal cells including cone photoreceptors, some amacrine interneurons, and ganglion cells were generated by this late embryonic stage. There were no significant differences in progenitor cells at E18.5 as visualized by Chx10 (Figure S3A,A’), photoreceptor precursor cells (Prdm1, Figure S3B,B’; Otx2, Figure S3C,C’; Gnb3, Figure S3D,D’), amacrine cell precursors (Tcfap2b, Figure S3E,E’), and developing ganglion cells (Sncg, Figure S3F,F’) in the absence of OC2.

Although changes in early-born retinal populations are not apparent at E16.5 in OC2-KO mice, we were also interested in visualizing the cell types generated in the early stages of retinogenesis in OC1-KO mice. We performed *in* *situ* hybridization at E16.5, a timepoint when horizontal cells, ganglion cells, cone photoreceptors, and amacrine cells are being actively produced (Figure S4). As in the OC2-KOs, no changes were identified during mid-embryonic stages in the developing photoreceptors as visualized using probes to Prdm1, Gnat2, and Gnb3, (Figure S4A,A’–C,C’). Additionally, no significant changes were noted in amacrine cells (Tcfap2b, Figure S4D,D’) or ganglion cells (Sncg, Figure S4E,E’). Horizontal cells are an extremely small population of neurons that are generated over multiple days during murine retinogenesis [15] and are, therefore, difficult to track over the span of their generation. We have not observed any changes in other retina cell populations or indications of increased retinal cell death. However, the effect of the loss of cells or fate-switch in such a small population may not generate statistically significant changes in cell death or cell-fate change at any single point over the developmental timeline.

### Global gene expression changes in Onecut2-deficient mouse retina

To assess global changes in gene expression that were not immediately apparent from our visual inspection of retinal cell populations, we performed microarray analysis on adult OC2 retinas (data available on NCBI GEO: reference number GSE57918). Retinas were dissected from OC2-KO animals and their wildtype littermates and RNA was isolated, then reverse-transcribed to cDNA and hybridized to Affymetrix microarrays. We first examined genes that were downregulated in adult OC2-KO retinas (Table S1). Our prediction was that genes with lower expression would point to any additional cellular deficiencies in the OC2-KO mice. Consistent with our previous observations regarding a significant deficit in horizontal cells in these mice, the genes Calb1 and Septin4 [32] were significantly downregulated (Table S1). Surprisingly, the signals for two bipolar cell genes, Pcp2 and Car8 [33], were also significantly downregulated, pointing to a possible subtle bipolar cell phenotype in the OC2-KO mice.

The LIM1 class transcription factor Lhx1 is specifically expressed in differentiating and mature horizontal cells [34]. We examined our microarray data and found that while the expression of Lhx1 was decreased, it did not reach significance (p = 0.159). To ascertain whether Lhx1 was in fact downregulated in OC2-KO retinas, we performed qPCR and found that Lhx1 expression was significantly decreased in the OC2-KO adult retina (Figure 6A). To further pinpoint when this downregulation occurs, we performed qPCR for Lhx1 on WT and OC2-KO retinas at E16.5. At this timepoint, we also observed that Lhx1 expression was significantly lower in the OC2-KO than in the WT (Figure 6A), suggesting that horizontal cells are decreased in these mice from very early on in development. Interestingly, our data suggests that this regulation of Lhx1 by the Onecut factors may be dosage dependent. Removal of just a single copy of either OC1 or OC2 (data not shown) reduced the amount of Lhx1 present. This result was consistent, but not high enough to reach statistical significance. Together, these microarray and qPCR results point to an early defect in horizontal cells and a possible bipolar cell phenotype in the OC2 deficient mice.

**Figure 6:**
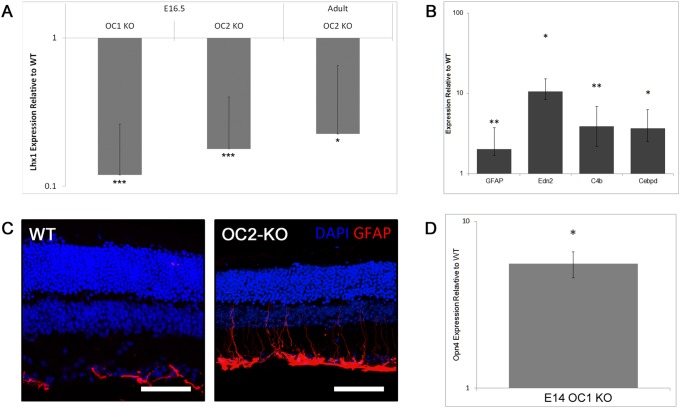
Unbiased search for changes in the OC2-deficient retina. (A) Quantitative PCR (qPCR) analyses determining the relative amounts of Lhx1 in OC1-KO, and OC2-KO retinas at E16.5 or adult compared to WT littermate retinas. (B) qPCR determining the relative amounts of various genes identified in models of retinal damage or disease expressed in adult OC2 retinas. Each marker known to be involved in retinal stress is significantly upregulated in OC2 compared to their WT littermates, including GFAP, Edn2, C4b, and Cebpd. (C) WT and OC2-KO retinas were stained with an anti-GFAP antibody. Scale bars represent 100 µm. (D) qPCR determining the relative amounts of Opn4 in E14.5 OC1-KO retinas compared to WT littermate retinas. * indicates p<0.05, ** indicates p<0.01, *** indicates p<0.005. Scale bars represent 100 µm. All quantitative results are plotted on logarithmic scale.

Next, we examined genes that were upregulated in the absence of OC2 (Table S2). Curiously, OC2 was one of the most highly upregulated genes in OC2-KO retinas as compared to their WT littermates. To understand this conundrum, we investigated the location of the sequences used on the microarray and ISH-probes and found that they were located at the 3′ end of the Onecut2 gene. To see if this upregulation was consistent throughout the entire sequence, we targeted the 5′ coding sequence of the Onecut2 gene by qPCR and found it to be virtually undetectable (data not shown). Additionally, OC2 protein as visualized through immunohistochemistry was not observed in the OC2-KO retinas (data not shown). These observations suggest that the remaining leftover OC2 sequence in the OC2-KO mouse is upregulated at the RNA level, but that no functional protein is produced.

Another highly upregulated gene observed in OC2-KO retinas was glial fibrillary acidic protein (GFAP), a marker of activated gliosis [35]. To confirm the upregulation of GFAP, qPCR was performed on OC2-deficient retinas. A twofold upregulation of GFAP was observed (n = 7 WT, n = 9 KO animals; p = 0.002; Figure 6B). Antibody staining for GFAP revealed that the processes of Muller glia have upregulated the protein in OC2-KO retinas when compared with the WT littermates (Figure 6C). To get a greater sense of other changes present in the KO retinas, especially those related to a possible stress response, we explored changes in other genes identified to be upregulated in models of retinal disease. Indeed, further investigation of markers of retinal stress indicated that adult OC2 retinas overexpress numerous genes implicated in stress or injury-related contexts ([36]–[39], such as Edn2, C4b, and Cebpd, in both microarray and follow-up qPCR (Figure 6B). In addition, CD44, a Muller glia expressed gene that is increased upon retinal degeneration [40], is upregulated in OC2-KO retina microarrays (Table S2). Despite the normal rhodopsin staining observed in OC2-KO retinas, the upregulation of these stress response and gliosis-associated genes suggest that retina health is compromised in the absence of OC2 and/or horizontal cells.

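Onecut1, the transcription factor gene targeted in these mice, gave log2 signals of 9.25, 8.76 and 9.00 in WT embryos 1 to 3 and 9.02, 8.31 and 9.67 in OC1-KO embryos 1 to 3 on the brighter of its probe sets. On the other one the mean was 8.75 ± 0.48 in WT and 8.58 ± 0.95 in OC1-KO (SD, n = 3 each). Where these probe sets lie relative to the deleted part of the gene is not given in the sources used here, so their signals check nothing about the knockout. Onecut2, the related family member, was 10.75 ± 0.14 in WT and 10.42 ± 0.35 in OC1-KO (SD, n = 3 each) on its brightest probe set, a log2 difference of -0.32 with an SE of 0.21. All 3 of its kept probe sets were lower in 3 of 3 pairs of embryos with the same number. On the brightest, pairs 1 to 3 differed by -0.64, -0.23 and -0.11, and the difference was -0.13 without OC1-KO 1, while 1 of the other 2 was at 0.01 without OC1-KO 2. For the brightest the unadjusted limma p was 0.165 and the adjusted p 1.00. Each of the 6 arrays holds the retinas of a single embryo, given as E14 in the sample labels and E14.5 in the article. The lens crystallin gene Crybb1 (log2 12.36 and 11.36) and the embryonic globin gene Hbb-y (13.85 and 14.34) were high in WT 3 and OC1-KO 3, against at most 5.43 and 9.25 in the other embryos, and the arrays of the embryos numbered 3 stood apart from the other 4.

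**Figure D1:**
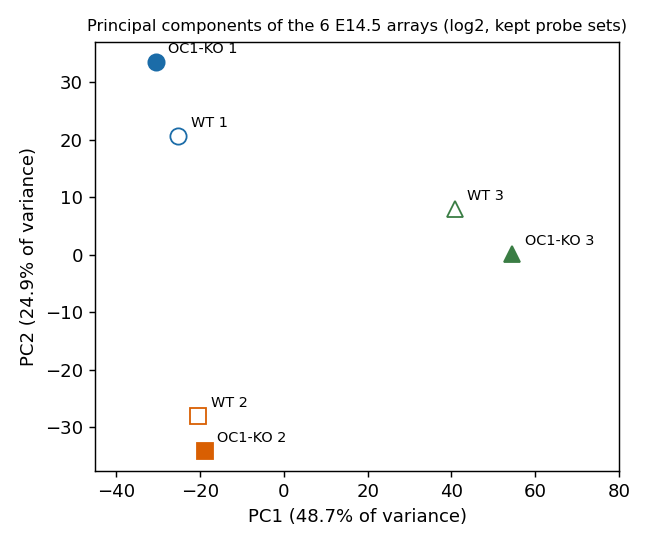
The 6 arrays on the first 2 principal components of the log2 signals of the 20888 probe sets kept, which hold 48.7% and 24.9% of the variance. Each point is 1 array, marked by genotype and labelled with the embryo's number, n = 3 per genotype.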

To ascertain any developmental phenotypes in the OC1-KO retinas, microarrays were performed on retinas isolated from E14.5 mice (data available on NCBI GEO: reference number GSE57917). Among the genes that were consistently upregulated, two of them stood out. 

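The RNA-binding translational regulator Fmr1 was higher in OC1-KO than in WT retinas, 8.15 ± 0.36 against 7.06 ± 0.21 (log2 signal, SD, n = 3 each), a difference of 1.09 with an SE of 0.22. Egr1, an immediate early transcription factor, was higher by 1.38 (SE 0.37), from 6.07 ± 0.70 to 7.45 ± 0.40. The neutral amino acid transporter Slc1a5 was higher by 0.73, the actin filament cap Tmod1 by 0.72, the ubiquitin ligase Arel1 by 0.71, the DNA helicase Helb by 0.69, the collagen chain Col5a2 and Smyd4 by 0.67 each, the kinase Map2k5 by 0.65 and the protein kinase A subunit Prkar1b by 0.56. Egr1, Tmod1, Smyd4, Helb, Arel1 and Slc1a5, with WT means of 6.07 to 6.89, pass the signal filter of 7 through their OC1-KO means alone. All 10 genes were selected for groups that do not overlap and then for the smallest limma p, so both follow from the selection. In each gene every OC1-KO value lay above every WT value, with unadjusted limma p from 0.00192 (Fmr1) to 0.00920 (Col5a2), and an adjusted p of 1.00. The other kept probe sets of Fmr1, of Smyd4 and of Prkar1b were lower, as was 1 of the other 2 of Map2k5. Of the 20888 probe sets kept, 77 were higher at an unadjusted p under 0.05 by limma, 160 by the methods' t-test and 327 by limma with the embryo pairs as a block, and 0 were higher at an adjusted p under 0.05 by any of them. The limma count was 289 without OC1-KO 3, 132 without WT 3 and 307 in the embryos numbered 1 and 2 alone, the last run after the data had been seen.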

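Gphn, which encodes gephyrin, the scaffold of glycine and GABA-A receptors at inhibitory synapses, measured 9.03 ± 0.09 in OC1-KO and 8.75 ± 0.07 in WT retinas on the probe set of Table S3 (log2 signal, SD, n = 3 each). The difference of 0.28 (SE 0.14) is 1.22-fold. Sox4, a SoxC transcription factor active in differentiating neurons, measured 10.51 ± 0.06 in OC1-KO and 9.99 ± 0.25 in WT on that of the table (SD, n = 3 each), a difference of 0.52 (SE 0.17) or 1.43-fold. OC1-KO exceeded WT in 3 of 3 pairs for each gene, by 0.26, 0.18 and 0.41 for Gphn and by 0.52, 0.25 and 0.78 for Sox4. By limma the unadjusted p was 0.0805 for Gphn and 0.0201 for Sox4, and the adjusted p was 1.00 for both. No OC1-KO value of either probe set overlapped the WT values (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 arrays allow). The permutation test ignores the pairing of the arrays by embryo number. In all 160 probe sets of Table S3 the groups do not overlap and 3 of 3 pairs are higher, so neither sets these genes apart.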

Gephyrin and Sox4 were significantly upregulated in the E14.5 OC1-KO retinas (Table S3). 

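Genes of amacrine cells, the inhibitory interneurons of the inner retina, lay on both sides of no difference between OC1-KO and WT retinas: 5 of 11 measured were higher and 6 lower, with a median log2 difference of -0.02. Neurod4, a proneural factor, measured 11.37 ± 0.60 in OC1-KO and 11.34 ± 0.14 in WT, and Foxn4, which makes progenitors competent to form amacrine and horizontal cells, 10.81 ± 0.22 and 10.90 ± 0.13 (log2 signal, SD, n = 3 each), and both differences change sign when 1 array is left out. The list did not differ from the other genes (camera, adjusted p = 0.888). None of the 11 genes had an adjusted p under 0.05, over all probe sets or adjusted over the list alone. At an unadjusted p under 0.05 limma had 0, the methods' t-test 0 and limma with the embryo pairs as a block 1, Gad2.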

Given the expression of these genes in ganglion and amacrine cells [41], [42], their upregulation may point to a possible subtle phenotype in these cells. 

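Opn4, the melanopsin gene, has a pair of probe sets on the array that differ in direction, each below the signal filter. On the dimmer it measured 6.65 ± 1.37 in OC1-KO and 3.80 ± 1.67 in WT retinas, 2.86 higher (SE 1.06), and on the brighter 6.50 ± 0.73 and 6.74 ± 0.57, a difference of -0.24 with an SE of 0.48 (log2 signal, SD, n = 3 each). Of the other genes of photosensitive ganglion cells, 4 of 5 measured were higher and 1 lower, with a median log2 difference of 0.15. The T-box factor Eomes measured 10.95 ± 0.35 in OC1-KO and 10.86 ± 0.57 in WT, and the growth factor Igf1 10.98 ± 0.87 and 10.64 ± 0.55 (SD, n = 3 each). With 1 array left out the difference of Eomes ran from -0.10 to 0.41 and that of Igf1 from 0.08 to 0.84. The list did not differ from the other genes (camera, adjusted p = 0.233), but did without OC1-KO 3 (adjusted p = 0.00289, and adjusted p = 0.310 with an estimated correlation) and in the embryos numbered 1 and 2 alone, run after the data had been seen (adjusted p = 3.87e-10, and adjusted p = 0.293 with an estimated correlation). Adjusted camera p over the alternatives ran from 3.87e-10 to 0.967. Opn4 was itself on the list as written and was not among the 5, and none of these passed an adjusted p of 0.05 over all probe sets or adjusted over the list alone. At an unadjusted p under 0.05 limma had 0, the methods' t-test 1 (Adcyap1) and limma with the pairs as a block 0.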

One interesting gene that was observed to have a higher, but not quite statistically significant, expression in the E14.5 OC1-KO versus WT was melanopsin (Opn4). Opn4 encodes a photopigment protein that is expressed in a small subset of intrinsically photosensitive retinal ganglion cells [43]. While much research has been done on the function of these cells, very little is known about how these cells are generated and how the Opn4 gene is regulated. Since the differential expression of Opn4 only approached significance (p = 0.08), we examined the expression of Opn4 by qPCR in WT and OC1-KO retinas at E14.5. 

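On the dimmer probe set the methods' t-test gave Opn4 a p of 0.0836 and limma an unadjusted p of 0.0376, with an adjusted p of 1.00. The log2 signals of this probe set were 7.15, 7.71 and 5.11 in OC1-KO 1 to 3 and 3.00, 2.68 and 5.71 in WT 1 to 3, so the groups overlap (two-sided exact permutation test, p = 0.2). On the brighter Opn4 probe set the methods' t-test gave 0.674, limma an unadjusted p of 0.631 and the exact permutation test p = 0.6. Each probe set stayed below a mean log2 signal of 7 in both genotypes.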

By this assay we observed a statistically significant upregulation of Opn4 (Figure 6D). Surprisingly, when we examined OC1-KO retinas at slightly later timepoints (E16.5 and E17.5) we no longer observed this upregulation of Opn4 (data not shown); this suggests that other factors may be able to compensate for the loss of OC1. These data identify the Onecut1 transcription factor as a possible repressor of Opn4 expression.

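By embryo number, Opn4 on the dimmer probe set was higher in OC1-KO by 4.15 in pair 1 and by 5.03 in pair 2, and differed by -0.61 in pair 3. On the brighter one the differences were 1.01, -0.17 and -1.57, and the mean was 0.04 without WT 3 and 0.14 without OC1-KO 3. With the pairs as a block, limma gave an unadjusted p of 0.117 on the former and 0.708 on the latter, with an adjusted p of 1.00 for each. In the embryos numbered 1 and 2 alone, chosen after the data had been seen, the difference was 4.59 on the former (limma, adjusted p = 0.0964) and 0.42 on the latter. On the former the adjusted p ran up to 1.00 over the alternatives. From the array signal, the qPCR difference at E14.5 (Fig. 6D) and its absence at later stages, the paper proposes Onecut1 as a possible repressor of Opn4 and that other factors may compensate for its loss.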

We also examined the genes that were downregulated in E14.5 OC1-KO retinas when compared to WT littermates (Table S4). 

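Stx3, a SNARE protein of photoreceptor and bipolar cell terminals, was lower in OC1-KO than in WT retinas, 6.81 ± 0.11 against 7.55 ± 0.15 (log2 signal, SD, n = 3 each), a difference of -0.74 with an SE of 0.15. The nucleolin gene Ncl, on the probe set of Table S4, measured 6.96 ± 0.65 against 8.40 ± 0.18 (SD, n = 3 each), a difference of -1.43 (SE 0.32), while 2 of the other 3 kept were higher, as were the other kept probe set of Fance and 1 of the other 2 of Nexmif. The mitochondrial leucyl-tRNA synthetase Lars2 differed by -1.13, the neurite extension factor Nexmif by -1.03, the prostaglandin E synthase Ptges2 by -0.84, the centrosomal linker Cep250 by -0.75, the G-protein signalling regulator Rgs16 by -0.74, the ubiquitin ligase Trim67 by -0.67, and the BMP inhibitor Smad6 and the Fanconi complex member Fance by -0.57 each. Nexmif, Cep250, Stx3 and Ncl, with OC1-KO means of 6.41 to 6.96, pass the signal filter of 7 through their WT means alone. Lars2 and Smad6 lie on chromosome 9 within 60 Mb of Onecut1, where strain variants linked to the targeted allele may shift the signal. These 10 genes too were selected for groups that do not overlap and then for the smallest limma p. In each gene every OC1-KO value lay below every WT value, with unadjusted limma p from 0.00196 (Stx3) to 0.00810 (Ptges2) and an adjusted p of 1.00. At an unadjusted p under 0.05, limma had 133 probe sets lower, the methods' t-test 156 and limma with the embryo pairs as a block 586, and 0 were lower at an adjusted p under 0.05 by any of them. The limma count was 214 without WT 1, 253 without OC1-KO 1 and 213 without OC1-KO 2. Groups that do not overlap were found in 3.56% of the probe sets kept (355 higher, 388 lower), against 10% by chance for arrays that do not pair, whereas these pair by embryo number.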

While most of the genes that were downregulated have unknown retinal functions, two genes, Irx4 and Scratch2, stood out. These two genes have been associated with developing retinal ganglion cells [44], [45], suggesting that there may be subtle defects in retinal ganglion cell development or differentiation in the OC1-KO retinas that warrant further investigation.

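Irx4, an Iroquois homeobox factor, measured 8.54 ± 0.11 in OC1-KO and 8.89 ± 0.10 in WT retinas (log2 signal, SD, n = 3 each), a difference of -0.35 (SE 0.15). Scrt2, the zinc finger repressor Scratch2, measured 6.87 ± 0.16 in OC1-KO and 7.34 ± 0.21 in WT on the probe set of Table S4 (SD, n = 3 each), a difference of -0.47 (SE 0.17). In 3 of 3 pairs each gene was lower, by pair differences of -0.34, -0.39 and -0.31 for Irx4 and of -0.52, -0.12 and -0.76 for Scrt2. The unadjusted limma p was 0.0485 for Irx4 and 0.0316 for Scrt2, and the adjusted p was 1.00 for both. Neither group of OC1-KO values overlapped the WT values (two-sided exact permutation test, p = 0.1). In Table S4 the groups do not overlap in 158 of 159 probe sets, and 3 of 3 pairs are lower in all 159, so neither sets these genes apart.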

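Of the 26 measured genes of ganglion cells, the projection neurons of the retina, 16 were lower and 10 higher in OC1-KO, with a median log2 difference of -0.04. The neurofilament gene Nefl, at 14.23 ± 0.19 in OC1-KO and 14.15 ± 0.38 in WT, and the microtubule regulator Stmn2, at 13.68 ± 0.26 and 13.64 ± 0.29, were the brightest (log2 signal, SD, n = 3 each), and both were lower without WT 2. The list did not differ from the other genes (camera, adjusted p = 0.575), but was lower without OC1-KO 3 (adjusted p = 0.0385, and adjusted p = 0.594 with an estimated correlation), over a range of 0.0385 to 0.967 across the camera alternatives. No gene of the list passed an adjusted p of 0.05 over all probe sets or adjusted over the list alone, and at an unadjusted p under 0.05 limma, the methods' t-test and limma with the embryo pairs as a block each had 0.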

## Discussion

In this study, our goal was to better understand the factors that contribute to neurogenesis in the developing murine retina. By profiling the transcriptomes of individual cells expressing Math5, a transcription factor integral to the early stages of retinal development [21]–[23], we identified two genes, Onecut1 (OC1) and Onecut2 (OC2), which were also expressed in the developing mouse retina. Specifically, we found that both OC1 and OC2 were expressed in patterns similar to Math5 in the embryonic retina and later their expression became more confined to mature horizontal cells. An examination of mature retinas from mice deficient for either OC1 or OC2 revealed that loss of either factor led to a marked decrease in adult horizontal cell populations as seen through immunohistochemistry, *in* *situ* hybridization, microarrays, and qPCR analysis. Microarray analysis of OC2-deficient retinas also revealed an upregulation of stress-related genes, such as GFAP, indicative of retinal stress and reactive gliosis. However, significant degeneration of the ONL was not observed until 16 months of age in the OC2-KO mice. Additionally, our microarray profiling has revealed potential phenotypes in subsets of other retinal cell types, which were not observed either in our bulk population antibody staining or in a previous study of a conditional Onecut1 retinal knockout [29]. 

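Photoreceptor precursor genes were higher in 5 and lower in 4 of 9 measured, with a median log2 difference of 0.04 between OC1-KO and WT: the bHLH factor Neurod1 measured 13.20 ± 0.36 in OC1-KO and 13.09 ± 0.17 in WT, and the nuclear receptor Rorb 12.70 ± 0.50 and 12.87 ± 0.46 (log2 signal, SD, n = 3 each). Of the retinal progenitor genes, 10 of 15 were higher and 5 lower (median 0.02), among them the cyclin Ccnd1, 14.58 ± 0.18 against 14.47 ± 0.43, and the secreted Wnt modulator Sfrp2, 14.09 ± 0.43 against 14.06 ± 0.35. Neurogenic progenitor genes were split 7 and 7, with a median of -0.00 and a mean of 0.00 that differ in sign. Among them were Atoh7, the factor that makes progenitors competent to form ganglion cells, at 14.60 ± 0.18 against 14.54 ± 0.33 and the repressor Hes6 at 13.05 ± 0.06 against 12.93 ± 0.08. Atoh7 was lower in OC1-KO after quantile normalization, without WT 2 (-0.12) and without OC1-KO 3 (-0.03), and the differences of Neurod1, Rorb, Ccnd1 and Sfrp2 also change sign when 1 array is left out. For bipolar cells, which are born later, 1 of 8 genes was measured, the kinase Prkca, at a difference of -0.07 (SE 0.35; 0.29 without OC1-KO 3), too few for a test. None of the 3 tested lists differed from the other genes (camera, adjusted p = 0.888 for photoreceptor precursors and for neurogenic progenitors, 0.943 for retinal progenitors). The photoreceptor list was higher without OC1-KO 3 (adjusted p = 0.00558, and adjusted p = 0.310 with an estimated correlation) and in embryos 1 and 2 alone, run after the data had been seen (adjusted p = 2.02e-05, and adjusted p = 0.293 with an estimated correlation), over a range of 2.02e-05 to 0.987. In these lists limma, the methods' t-test and limma with the embryo pairs as a block each had 0 genes at an unadjusted p under 0.05 and 0 at an adjusted one, over all probe sets or adjusted over the list alone.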

Overall, our results indicate that both OC1 and OC2 play an important role in the development of horizontal cell populations within the retina, and that the loss of these transcription factors compromises the overall health of the mature retina.

OC1 and OC2 appear to share overlapping roles in the development of the retina. Loss of either gene alone led to a decrease in horizontal cells, although neither deficiency on its own led to a complete lack of these cells. This suggests some amount of redundancy in the functionality of these Onecut family members during retinal development. Our results are consistent with the fact that OC1 and OC2 share a 92% amino acid similarity in their DNA binding domains [28] and that they have been shown to bind to the same consensus DNA binding site [46]. Although embryonic lethality precluded an in-depth analysis of this redundancy, as we were unable to recover viable double-KO mice, we were able to examine mice lacking three of the four OC1 and OC2 alleles by qPCR. These analyses indicated that the changes in expression in the transcription factor Lhx1 are more severe as additional alleles of the Onecut family genes are removed (data not shown). Due to issues of lethality, we were unable to obtain enough animals to perform a rigorous statistical test on this data; nevertheless, the data do suggest a possible dosage-dependent model for Onecut regulation of Lhx1.

The expression of Onecut1 and Onecut2 has been previously examined during retinal development [24]. As in our single-cell studies, the previous association of OC1 and OC2 with Math5 in early retinal development suggested that these genes play a role in the cell-fate determination of early-developing retinal cells. Our findings agree with previous results that OC1 is critical for the development of horizontal cells [29]. We have expanded our analysis to that of the related family member, OC2, which appears to have a similar function in the development of horizontal cells in the retina. Surprisingly, even though OC2 was expressed in fewer horizontal cell progenitors (Wu et al., 2012), it led to a very similar reduction in the number of horizontal cells in adult KO mice. Studies of mice where both OC1 and OC2 are conditionally removed from the retina will allow for a further dissection of the relative contribution of each family member.

Although loss of either OC1 or OC2 affects the developing retina in similar ways, leading to a drastic loss of horizontal cells, our study also shows that the absence of either of these factors leads to additional phenotypes in the retina. 

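Cell cycle genes were higher in 10 and lower in 9 of 19 measured in OC1-KO retinas (median log2 difference 0.02): the replication clamp Pcna measured 14.33 ± 0.16 in OC1-KO and 14.23 ± 0.43 in WT, and the topoisomerase Top2a 13.64 ± 0.10 and 13.58 ± 0.16 (log2 signal, SD, n = 3 each). In the immediate early list, 5 of 7 genes were higher and 2 lower. Egr1 was higher and the matricellular gene Ccn2 lower, at a difference of -0.59 (SE 0.20), these being the 2 at an unadjusted limma p under 0.05. In the gliosis and stress list, 2 of 4 were higher, of which the lipid carrier Apoe, by 0.67 (SE 0.27; 0.37 without OC1-KO 3), was the 1 at an unadjusted p under 0.05. Unfolded protein response genes were higher in 5 and lower in 8 of 13, with the chaperones Hspa5 and Calr at differences of 0.12 each, or -0.08 and -0.02 without OC1-KO 3. Hypoxia and glycolysis genes were higher in 11 of 13, by a median of 0.11, with the dehydrogenase Ldha at 0.03 and the glucose transporter Slc2a1 at 0.14. The differences of Pcna, Top2a and Ldha change sign when 1 array is left out. None of these 5 lists differed from the other genes (camera, adjusted p = 0.888 for cell cycle, immediate early and unfolded protein genes, 0.470 for gliosis and stress, 0.166 for hypoxia and glycolysis). The immediate early list was higher without OC1-KO 1 (adjusted p = 0.0304, and adjusted p = 0.599 with an estimated correlation, over a range of 0.0304 to 0.967) and the hypoxia list in embryos 1 and 2 alone, run after the data had been seen (adjusted p = 0.0242, and adjusted p = 0.497 with an estimated correlation, over a range of 0.0242 to 0.892). By limma 0 genes of these lists had an adjusted p under 0.05, over all probe sets or adjusted over the list alone. At an unadjusted p under 0.05 the methods' t-test had 2 immediate early, 2 hypoxia and 1 unfolded protein gene, and limma with the embryo pairs as a block 2 immediate early, 1 unfolded protein and 1 gliosis gene.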

Our microarray analyses allow for an unbiased examination of numerous transcriptomic changes upon loss of these two family members. For instance, transcriptome analysis of E14.5 OC1-KO mice revealed that the expression of Opn4, the photopigment seen in intrinsically-photosensitive ganglion cells, is increased upon OC1 loss. It is curious that the upregulation of Opn4 is transient and the identification of other factors that may compensate for the loss of OC1 warrants future study. The increase in Opn4, along with the observed upregulation of gephyrin and Sox4 and downregulation of Irx4 and Scratch2, suggests that OC1 may play a previously unrecognized role in a subset of ganglion cells (or other retinal cells) during retinal development. Additionally, the upregulation of gephyrin could point to an increase in amacrine cells, as was predicted by the fact that in the absence of OC1, horizontal cell precursors would be expressing the transcription factor Ptf1a (Wu et al., 2013).

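Of the genes singled out for OC1-KO retinas, Gphn, Sox4 and Scrt2 read differently from one kept probe set to the next. The other 2 kept probe sets of Gphn differed by -0.01 and -0.07 on the log2 scale between OC1-KO and WT, the first with a sign that changes when 1 array is left out. Of the other 5 of Sox4, the brightest measured 14.39 ± 0.01 in OC1-KO and 14.37 ± 0.05 in WT (log2 signal, SD, n = 3 each). The dimmest differed by 0.43 (by 1.61, -0.10 and -0.22 in pairs 1 to 3, and by 0.11 without WT 1). In 3 of 3 pairs 2 were lower, by -0.15 (-0.06 without OC1-KO 2) and by -0.16 (-0.08 without WT 3). The last differed by -0.04 (0.06 without OC1-KO 2). Besides the one in Table S4, Scrt2 has a kept probe set at 0.14, higher in 3 of 3 pairs (0.06 without WT 2). Another kept one is at -0.07 (0.14 without OC1-KO 3). Irx4 has no other. None of these other probe sets had an unadjusted limma p under 0.05.

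**Figure D2:**
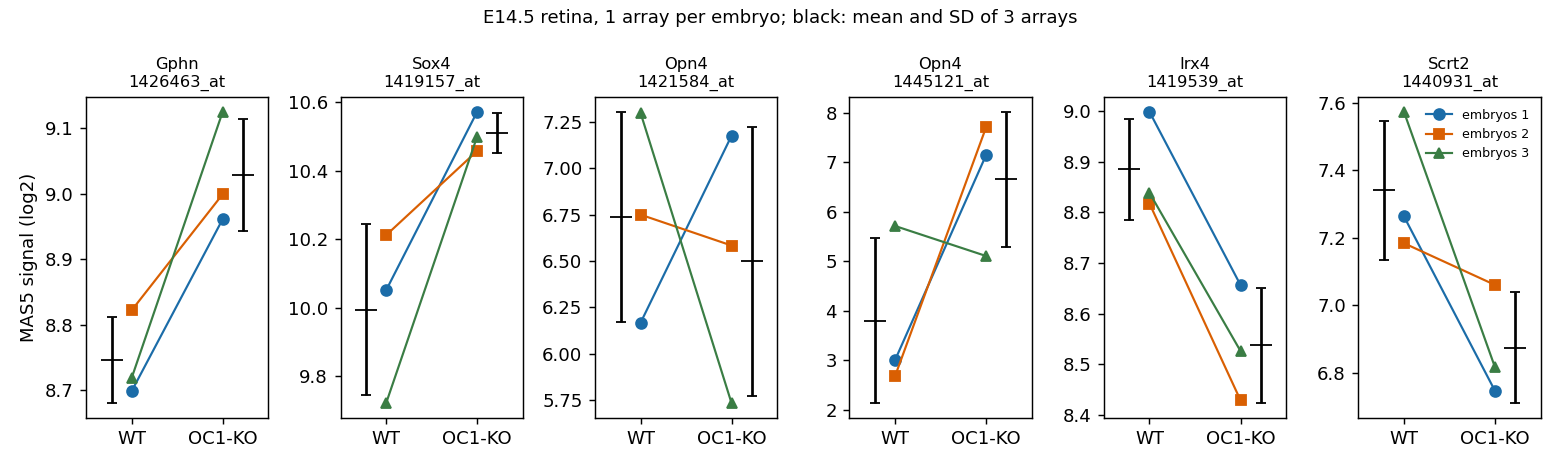
Log2 signal of Gphn, Sox4, Opn4 (both probe sets), Irx4 and Scrt2 in WT and OC1-KO retinas, n = 3 embryos per genotype. Lines join embryos with the same number; black marks show the mean and SD.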

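Ptf1a, the transcription factor of horizontal and amacrine cell precursors, measured 10.72 ± 0.26 in OC1-KO and 10.85 ± 0.18 in WT retinas (log2 signal, SD, n = 3 each), a difference of -0.13 (SE 0.19). Its unadjusted limma p was 0.518 and its adjusted p 1.00. The AP-2 factors of the same lineages, Tfap2a and Tfap2b, differed by -0.02 and 0.21. Tfap2b differed by 0.80, 0.23 and -0.42 in pairs 1 to 3, by -0.06 without OC1-KO 1 and by 0.47 without OC1-KO 3, and its other kept probe set was lower. Without OC1-KO 3 the difference of Ptf1a was 0.02 and that of Tfap2a 0.12. Among genes of inhibitory transmission, the glutamate decarboxylase Gad2 measured 7.99 ± 0.78 in OC1-KO and 8.74 ± 0.24 in WT (SD, n = 3 each), a difference of -0.75 (SE 0.38) and lower in 3 of 3 pairs, but -0.30 without OC1-KO 3. Its unadjusted limma p was 0.0895 and its adjusted p 1.00, and with the embryo pairs as a block 0.0193 and 0.999. The vesicular transporter Slc32a1, below the signal filter, differed by 0.12 (SE 0.50; -0.23 without OC1-KO 1). Of 10 genes of the inhibitory synapse other than Gphn, 2 were measured, the glycine receptor subunit Glrb at -0.25 (SE 0.27; -0.04 without WT 2) and the adhesion protein Nlgn2 at 0.02 (SE 0.17; -0.11 without OC1-KO 1), too few for a test of the list. Gad2 was chosen for mention after its values had been seen.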

Our findings in the OC2-KO mouse contrast with previous findings in the OC1-conditional KO mouse that indicate retinal degeneration begins as early as 5 months of age in OC1-deficient retinas and continues to progress. Although our OC2-KO mice do show an upregulation of genes associated with retinal stress during early adulthood (Figure 6B, C) and a downregulation of some bipolar expressed genes, we do not observe distinctive signs of retinal degeneration until well past one year of age (Figure S2). This lack of degeneration may relate to the viability of our full knockouts in comparison to the conditional knockout mice previously described [29]. As the Onecut transcription factors play integral roles in liver, pancreatic, and immune function [25], [27], [28], a substantial number of our OC2-KO mice and almost all of our OC1-KO mice die soon after birth. Therefore, it may be that those mice that survive to advanced age have activated some compensatory mechanisms or contain some genetic modifiers that allow for a more normal development upon Onecut loss.

Previously we had found that the cone marker thyroid hormone receptor beta 2 (Thrb) was downregulated in the OC1-KO mice [47]. However, Thrb appeared at normal levels by qPCR in the embryonic retinas of the OC2-deficent mice (data not shown). Moreover, we found that other markers of cone photoreceptors, including Gnat2 and Pde6c, appeared normal in the OC2-KO mouse retina, further indicating that cone photoreceptors are not affected in these mice. Surprisingly, we also found that Gnat2 and Prdm1 appeared normal in the embryonic retina of the OC1-KO mouse, despite the downregulation of Thrb. These data may point to a compensatory mechanism operating during retinal development to replace Onecut1 in photoreceptor precursor cells. It may be that other Onecut family members are responsible for this mechanism, but lethality prevents the analysis of compound mutant mice in our background. Further work utilizing additional conditional mouse knockouts will be required to more accurately define the overlapping and distinct roles that the Onecut transcription factors play in retinal development.

## Supporting Information

Figure S1 Expression of adult retinal markers in OC2-KO retinas. In situ hybridization was employed to determine the effects of OC2-deficiency on adult retinal cells. Photoreceptors (A,A’,B,B’,C,C’), bipolar cells (D,D’), amacrine interneurons (E,E’,F,F’,G,G’.H,H’), ganglion cells (I,I’) and Muller glia (J,J’) appear unaffected by loss of OC2. However, the population of horizontal cells is greatly decreased in the absence of OC2 (K,K’). OC2 mRNA deficiency is seen in (L,L’). Scale bars represent 50 µm.
(TIFF) Click here for additional data file.

Figure S2 Retinal degeneration in OC2-KO retinas from aged mice. Immunohistochemistry was performed on WT and OC2 KO retinas from older mice to assess the integrity of the retinas. WT (A,C) and OC2-KO (B,D) littermates were stained with an anti-Rhodopsin antibody (Rho4d2) in red at 12 months of age (A,B) and 16 months of age (C,D). Anti-Calbindin 28k (Calb28k) staining is shown in green to illustrate the loss of horizontal cells in these OC2-KO retinas. Scale bars represent 100 µm.
(TIFF) Click here for additional data file.

Figure S3 Expression of retinal markers in developing E16.5 OC2-KO retinas. *In situ* hybridization was utilized to examine retinal progenitor cells (A,A’), developing photoreceptors (B,B’,C,C’,D,D’), amacrine cells (E,E’), and ganglion cells (F,F’) in WT and OC2-deficient mouse retinas at E16.5. Scale bars represent 200 µm.
(TIFF) Click here for additional data file.

Figure S4 Expression of retinal markers in developing E16.5 OC1-KO retinas. *In situ* hybridization was utilized to examine developing photoreceptors (A,A’,B,B’,C,C’), amacrine cells (D,D’), and ganglion cells (E,E’) in WT and OC1-deficient mouse retinas at E16.5. Scale bars represent 200 µm.
(TIFF) Click here for additional data file.

Tables S1 The gene expression values resulting from Affymetrix microarrays of isolated WT or KO retinas were analyzed using R and the Bioconductor suite. Cel files were background-corrected and normalized using Mas5 and log(2) transformed. Shown are all genes found to be significantly differentially-expressed, where the average values of either WT or KO expression must exceed 7 (to indicate overall expression in either subset of transcriptomic data).
(XLSX) Click here for additional data file.

Table S2 The gene expression values resulting from Affymetrix microarrays of isolated WT or KO retinas were analyzed using R and the Bioconductor suite. Cel files were background-corrected and normalized using Mas5 and log(2) transformed. Shown are all genes found to be significantly differentially-expressed, where the average values of either WT or KO expression must exceed 7 (to indicate overall expression in either subset of transcriptomic data).
(XLSX) Click here for additional data file.

Table S3 The gene expression values resulting from Affymetrix microarrays of isolated WT or KO retinas were analyzed using R and the Bioconductor suite. Cel files were background-corrected and normalized using Mas5 and log(2) transformed. Shown are all genes found to be significantly differentially-expressed, where the average values of either WT or KO expression must exceed 7 (to indicate overall expression in either subset of transcriptomic data).

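Table S3 lists 160 probe sets higher in OC1-KO retinas, and in these arrays all 160 are higher and at a p under 0.05 by the methods' t-test, with no other kept probe set reaching it in that direction. They have a median log2 difference of 0.26, from 0.06 to 1.38 for Egr1, and 150 carry a single gene symbol, for 149 genes. By limma, 51 have an unadjusted p under 0.05, 65 with the embryo pairs as a block, and 0 an adjusted p under 0.05.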

(XLSX) Click here for additional data file.

Table S4 The gene expression values resulting from Affymetrix microarrays of isolated WT or KO retinas were analyzed using R and the Bioconductor suite. Cel files were background-corrected and normalized using Mas5 and log(2) transformed. Shown are all genes found to be significantly differentially-expressed, where the average values of either WT or KO expression must exceed 7 (to indicate overall expression in either subset of transcriptomic data).

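Table S4 lists 159 probe sets, and by the sample labels all 159 are lower in OC1-KO than in WT retinas, by a median log2 difference of -0.35, from -0.07 to -1.43 for Ncl. The methods' t-test puts 156 of them at a p under 0.05; the others are the poly(A) polymerase gene Tent5a (p of 0.0520), the translational regulator Cpeb2 (0.109) and the ubiquitin ligase subunit Fbxl17 (0.0502). A single gene symbol is carried by 144. By limma, 73 have an unadjusted p under 0.05, 90 with the embryo pairs as a block, and 0 an adjusted p under 0.05.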

(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

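Retinas of 3 WT and 3 OC1-KO mouse embryos were measured on Affymetrix mouse genome arrays, 1 array per embryo, with each genotype's embryos numbered 1 to 3. The article gives the age as E14.5 and the sample labels as E14. The values the authors deposited are MAS5 intensity, the signal of each probe set on a linear scale after MAS5 background correction and probe set summary, with each array scaled to a 2% trimmed mean of 500; no version of the MAS5 software is given. The log2 values of this table equal those of Tables S3 and S4 for the probe sets they hold, apart from 7 cells of Table S4 that differ by more than 0.01. Log2 was taken here, and no further scaling was applied.

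Of 45101 probe sets, 64 controls were left out, and those with a mean log2 signal over 7 in WT or in OC1-KO were kept, 20888 in all, with the methods' filter. Of these, 18250 map to 1 gene symbol, 505 to several and 2133 to none, for 10529 genes. The symbols come from the current annotation table, where 34754 of the 34945 probe sets with 1 symbol were matched by Entrez ID, and none needed a change of name. A gene is described by the probe set that is in Table S3 or S4, otherwise by the brightest one that maps to that gene alone; a gene below the filter is fitted with all probe sets and said to be below it.

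OC1-KO was compared with WT by limma 3.58.1 in R 4.3.3 (lmFit and eBayes without an intensity trend), with Benjamini-Hochberg adjustment over the probe sets kept. The methods' test, a two-tailed t-test at p under 0.05 without adjustment, was run on the same values. For genes the study singles out, an exact permutation test of the 3 against 3 values was added, whose smallest two-sided p is 0.1. Gene lists were tested by camera with a preset correlation of 0.01, on 1 probe set per gene, over lists with at least 4 genes measured, with adjustment over those lists; camera with an estimated correlation and fry are the alternatives. Statmod 1.5.0, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were also used. Genes near Onecut1 were compared with the others by Fisher's exact test, using positions on the mouse assembly GRCm38.p6.

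The lists cover horizontal, ganglion, amacrine, photoreceptor precursor, photosensitive ganglion and bipolar cells, retinal and neurogenic progenitors, the cell cycle, gliosis and retinal stress, immediate early genes, the unfolded protein response, hypoxia and glycolysis, the inhibitory synapse, the optic stalk and ciliary margin, lens, pigment epithelium, red blood cells, endothelium, macrophages, periocular mesenchyme, sex-linked and housekeeping genes. The lists, the tests, the filter, the alternatives and the rule for the genes named were chosen before the data were examined, when the values of Tables S3 and S4 had been seen. The rule takes genes the study names for the OC1-KO or OC2-KO retina or its cell types. Not all were taken: Gad1, Slc6a9 and Pde6c are among those left out. No probe set has an adjusted p under 0.05, so the rule also takes 10 probe sets in each direction. These have the smallest limma p among those whose groups do not overlap. From each list it takes 2 to 4 genes, those of smallest p where any is under 0.05 and otherwise the 2 brightest. C4b has no probe set that maps to it alone, and 1 item is withheld and not reported here. A second list of pigment epithelium genes and the comparison of the embryos numbered 1 and 2 alone were added afterwards.

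The arrays pair by embryo number: after removal of the mean of each probe set, arrays with the same number correlate at 0.51 to 0.67, arrays with different numbers at -0.66 to -0.04, and each of the 6 correlates best with its partner. The labels do not state such pairs, so this rests on the values; blocked values are given where they move a count or a call. Nothing in the values shows a duplicated array. The precision of the arrays rests on signal over background: 43.4% to 46.7% of the probe sets of an array lie above a log2 signal of 7, with the median signal from 85.0 in OC1-KO 3 to 104 in OC1-KO 1. The log2 ratio of 3' to 5' control probe sets was 0.45 (OC1-KO 3) to 1.11 (OC1-KO 2) for Actb and -0.49 to -0.24 for Gapdh.

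The fits were tested on simulated data made from these arrays, with 200 of 20888 probe sets changed. At an adjusted p under 0.05, limma recovered 8% of those changed by a log2 of 1 and 65% of those changed by 2, limma with the pairs as a block 33% and 77%, and the methods' t-test 3% and 11%, with at most 1 unchanged probe set called. At an unadjusted p under 0.05 limma recovered 88% and 99%. Of the unchanged probe sets, limma put 0.93% under 0.05, limma with the pairs as a block 5.85% and the methods' t-test 1.22%. The SE and limma p given for single genes leave the pairs out unless the block is named. A list of 20 genes shifted by 0.5 had a camera p of 1.64e-32, and 1 of 100 unshifted lists had a p under 0.05. No correlation between genes was recorded for these simulated lists. In the real lists the estimated correlation ran from -0.05 (periocular mesenchyme) to 0.98 (lens), with 0.47 for pigment epithelium. The simulated lists therefore do not show how often camera at the preset correlation calls an unchanged list of correlated genes.

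The alternatives were the methods' t-test, an intensity trend, array weights, no filter, 2 other filters, quantile normalization, median centring, 32 added before log2, the embryo pairs as a block, the embryos numbered 3 as a batch term, each array left out in turn, and, for lists, an estimated correlation, fry and the mean of a gene's probe sets. The single-cell, in situ, qPCR and adult OC2-KO data of the study were not analysed here.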

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

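The list of pigment epithelium genes was set in advance; the 3 tests of its difference below were chosen after it was seen. Pigment epithelium genes, outside those the study discusses, were higher in OC1-KO than in WT retinas by camera (adjusted p = 0.000225, and adjusted p = 0.698 with an estimated correlation). Of 11 genes on the list 4 pass the signal filter and all 4 are higher, by a median log2 difference of 0.98: Pmel, a melanosome fibril protein, by 1.40 (SE 0.70; higher in 3 of 3 pairs), Ttr, a thyroid hormone carrier, by 1.24 (SE 0.62), Mitf, the pigment cell transcription factor, by 0.72 (SE 0.42) and Dct, a melanin synthesis enzyme, by 0.62 (SE 0.81). The sizes rest on single arrays: without OC1-KO 3 Pmel differs by 0.74, Mitf by 0.34 and Dct by -0.28, and without WT 2 Ttr by 0.49. Dct is lower in pair 1 and Ttr in pair 3. None has an unadjusted limma p under 0.05 (0 by the methods' t-test, 2 by limma with the pairs as a block, 0 by any at an adjusted p under 0.05, or adjusted over the list alone). The call is lost with the estimated correlation and without WT 1 (adjusted p = 0.0606), the list has too few genes for a value without OC1-KO 3, and over the camera alternatives the adjusted p ran from 2.15e-07 to 0.698. Fry, which asks whether the genes move one way on balance and not whether they differ from other genes, gave an adjusted p of 0.984. All 4 genes pass the filter through their OC1-KO means alone; with no filter 10 of the 11 genes are higher, by a median of 0.72 (camera, adjusted p = 0.0174, and an unadjusted p of 0.234 with an estimated correlation).

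The values argue against the scaling of the arrays as the cause of the call at the preset correlation. The larger adjusted p after quantile normalization and median centring is 0.000784. Without rescaling the call is lost with an estimated correlation (adjusted p = 0.698), and no such value was taken after rescaling. Pigment epithelium carried along with the retina in different amounts may account for the difference and stays open: Pmel was at 6.98, 5.90 and 8.03 in WT 1 to 3 and 7.61, 7.80 and 9.68 in OC1-KO 1 to 3, 8 of the 11 genes were higher in both embryos numbered 3 than in the other 4, and how many of these genes the neural retina itself expresses was not determined. A second list of 15 such genes, which shares Trpm1 with the bipolar list, had a median of -0.01 (camera, p of 0.846), against 0.72 for the first list at a like signal, which meets the bound written beforehand for the other outcome, but 7 of its genes were higher and 8 lower, 11 are below the filter and the others are Serpinf1 (0.19), Stra6 (0.12), Mreg (-0.05) and Rrh (-0.03), so the explanation was left open, as was judged after the values were seen. Of the 10 splits of the 6 arrays into 3 and 3 the real one (1 split) has the smallest camera p. It is 1.32e-05 against 0.000547 for the next, and 10 splits are too few for a share under 0.05. The real p comes from the 4 genes that pass the filter through their OC1-KO means alone, which may favour that split. The split with the next p parts 1 embryo pair, while the real one parts all 3. The other splits that part all 3 pairs gave a camera p of 0.0602 to 0.527. With the real one these are 4 splits, fewer still. An effect of the genotype on pigment epithelium genes is a biological explanation that was not tested.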

How the results depend on the processing

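The comparison of embryos 1 and 2 alone was chosen after the results were seen. No probe set had an adjusted p under 0.05 in any alternative. Of 2180 values of 121 single genes under the alternatives, 2164 stayed within 1 SD of the value given and 16 moved further. The t-test, the intensity trend, the filters, the block and the batch term leave a gene's log2 difference as it is. Leaving out 1 of 3 arrays moves a group's mean by less than that group's SD. The count is therefore largely fixed in advance and does not show how firm the differences are. Among the 2180 values, 115 differences that passed no test changed sign. No single gene was called to begin with, so there was no call to reverse. Of 251 values of 17 gene lists, fry included, 234 kept their side of the threshold, 14 gained a call and 3 lost it. The 3 were of pigment epithelium, with an estimated correlation, without WT 1 and by fry, which does not compare a list with other genes. Among the lists 44 uncalled directions changed sign, 4 of 17 under quantile normalization. Median shifts of all kept probe sets stayed under a log2 of 0.1. Signal near background is a limit for dim probe sets, among them those of Opn4 and Lhx1, which lie below the filter.

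Probe sets higher at an unadjusted p under 0.05, 77, were 160 by the methods' t-test, 123 with array weights, 611 with no filter, 48 with a filter of 8, 327 with the pairs as a block, 195 with a batch term for the embryos numbered 3, 307 in embryos 1 and 2 alone, and 61 to 289 with 1 array left out. Probe sets lower, 133, were 69 with an intensity trend, 694 with no filter, 69 with a filter of 8, 586 with the pairs as a block, 279 with the batch term, and 95 to 253 with 1 array left out. With no filter more probe sets are tested, and with a filter of 8 fewer; the other causes were not tested. The block also made the optic stalk list a call (adjusted p = 0.0101, and adjusted p = 0.685 with an estimated correlation) and changed no other call; the batch term gave it an adjusted p of 0.0243, and 0.474 with an estimated correlation.

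With 1 array left out the adjusted camera p ran from 0.0385 to 0.811 for ganglion cells, 0.00558 to 0.987 for photoreceptor precursors, 0.00289 to 0.942 for photosensitive ganglion cells, 0.0304 to 0.929 for immediate early genes, 0.000604 to 0.748 for the optic stalk, 0.000172 to 0.515 for lens and 2.33e-06 to 0.0606 for pigment epithelium, whose p was 0.698 with an estimated correlation. Fry, which does not compare a list with other genes, gave 0.984 for each list. In embryos 1 and 2 alone the adjusted camera p was 2.02e-05 for photoreceptor precursors, 3.87e-10 for photosensitive ganglion cells and 0.0242 for hypoxia; the optic stalk, lens and pigment epithelium lists had fewer than 4 genes there and no value, as had pigment epithelium without OC1-KO 3. Of the list calls rerun with an estimated correlation, none held. The causes were not tested.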

Differences from the paper's values

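Probe sets higher in OC1-KO at an unadjusted p under 0.05: the paper's Table S3 holds 160, and limma gives 77. Of the alternatives set before the data were examined, the methods' t-test (160), array weights (123), a batch term for the embryos numbered 3 (195) and leaving out WT 3 (132) come within 1.5-fold of it; an intensity trend (52), no filter (611), the other filters (66 and 48), quantile normalization (98), median centring (88), 32 added before log2 (84), the pairs as a block (327) and leaving out any of the other 5 arrays (61 to 289) do not.

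By limma the p of Gphn is 0.0805, and the paper's, in its Table S3, is 0.0107. The methods' t-test (0.0107) closes the difference and the pairs as a block (0.0526) do not. By limma the p of Irx4 is 0.0485, and the paper's, in its Table S4, is 0.0164. The methods' t-test (0.0164) and the block (0.0206) close it. The paper's p of Opn4 is 0.08, and limma gives 0.631 for the probe set the rule takes; the methods' t-test (0.674) and the block (0.708) on that probe set do not close it, and the methods' t-test on the other Opn4 probe set does (0.0836, against 0.0376 by limma there), which was chosen after seeing the values and drops none of the paper's called items.

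Under its column headings, the paper's Table S4 gives OC1-KO minus WT as 0.35 for Irx4 and 0.47 for Scrt2, against -0.35 and -0.47 by the sample labels, and none of the alternatives closes this. The columns headed WT1 to WT3 there hold the values of OC1-KO 1 to 3, and those headed KO1 to KO3 the values of WT 1 to 3; read by the labels the direction is lower in OC1-KO, the direction the paper's text states. Table S4 also holds 3 probe sets that do not reach p under 0.05 by the methods' t-test, for Tent5a, Cpeb2 and Fbxl17, and 7 cells differ from the sample values by more than 0.01, at most by 0.383.

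The paper describes Opn4 as higher in OC1-KO on the arrays. The brighter probe set has a difference of -0.24, and the other is 2.86 higher. The paper calls Gphn and Sox4 significantly higher and lists Irx4 and Scrt2 as significantly lower; here all 4 have the paper's direction and an adjusted limma p of 1.00, and the methods' t-test puts all 4 under 0.05 without adjustment.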

Other observations

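The count over other splits and the 20 Mb region were tests set in advance; the 60 Mb region, the genes singled out on chromosome 9 and the comparison of the embryos numbered 3 were chosen after the results were seen. Horizontal cell genes were split in OC1-KO retinas, 2 of 6 measured higher and 4 lower, with a median log2 difference of -0.05 and a mean of -0.00, while camera gave the direction as higher (adjusted p = 0.956). Of the 6, Tfap2a, Tfap2b, Ptf1a and Foxn4 are also on the amacrine list, and Lhx1, Calb1 and Gja10 are left out by the filter. The list therefore cannot test the paper's report of defects in horizontal cell genes by E14.5. Lhx1, the horizontal cell transcription factor, lies below the signal filter and differed by -1.88 (SE 0.61; lower in 3 of 3 pairs, by -0.02 in pair 3; exact permutation p = 0.1) on the dimmer probe set and by -1.30 (SE 0.93; lower in 2 of 3 pairs) on the brighter, with an adjusted p of 1.00 for each. The unadjusted p on the dimmer one was 0.0233 by limma, 0.0739 by limma with the pairs as a block and 0.0549 by the methods' t-test. On the brighter one the difference was -0.67 without OC1-KO 2 and -2.17 without OC1-KO 3. Septin4 was 0.26 higher (SE 0.18), 0.12 without WT 3, and its other kept probe set was lower. Calb1, below the filter, differed by 0.19, by 0.24, 0.56 and -0.24 in pairs 1 to 3, by -0.07 without WT 1 and by 0.01 without OC1-KO 2. Genes of developing photoreceptors, measured by the study at a later age, had mean differences of 0.10 (SE 0.50) for Gnat2, 0.11 for Gnb3, -0.03 for Prdm1 and 0.04 for Otx2, over pairs of embryos that go opposite ways: pairs 1 to 3 differed by 0.55, 0.75 and -1.01 for Gnat2, by 0.37, 0.44 and -0.48 for Gnb3 and by 0.17, 0.23 and -0.29 for Otx2. Without OC1-KO 3 the differences were 0.72, 0.32, 0.19 and 0.20 for Gnat2, Gnb3, Prdm1 and Otx2, and none passed the test (limma, adjusted p = 1.00 for each). Thrb, below the filter, differed by -0.30 (SE 0.25; -0.18 without WT 3 or OC1-KO 1 and -0.47 without WT 2), and the ganglion cell gene Sncg by 0.09. The stress genes named for the adult OC2-KO retina were below the filter, Gfap at -0.72 (SE 0.74), Edn2 at -0.70 (SE 0.55), Cebpd at -0.06 and Cd44 at -0.02, as were the bipolar genes Pcp2 at 0.34 and Car8 at 0.07 and the family member Onecut3 at -0.08. With 1 array left out Gfap was at 0.06 without OC1-KO 3, Edn2 at -0.11 without OC1-KO 2, Cebpd at 0.15 without OC1-KO 2, Cd44 at 0.33 without WT 3, Pcp2 at -0.21 without WT 2, Car8 at -0.26 without WT 1, Onecut3 at 0.35 without WT 1 and Sncg at 0.03 without WT 2 or OC1-KO 3.

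In the optic stalk and ciliary margin list all 5 genes measured were higher, Vax1 by 0.57, Msx1 by 0.31, Vax2 by 0.22, Otx1 by 0.13 and Cdon by 0.05, of which Msx1, Otx1 and Cdon were lower without OC1-KO 3 (camera adjusted p = 0.0770; 0.0101 with the pairs as a block; adjusted p = 0.685 with the block and an estimated correlation; range over the camera alternatives 0.000604 to 0.748). Vax1 ran from 0.29 without OC1-KO 1 to 0.87 without OC1-KO 3, and Vax2 from 0.06 without WT 2 to 0.41 without WT 3. The list was also past the threshold without WT 3 (adjusted p = 0.000604), without OC1-KO 1 (0.0304) and without OC1-KO 2 (0.0412), with adjusted p = 0.248, 0.719 and 0.800 with an estimated correlation. Lens genes were higher in 3 of 6 (adjusted p = 0.888; 0.000172 without WT 3 and 0.0304 without OC1-KO 1, with adjusted p = 0.456 and 0.745 with an estimated correlation, range 0.000172 to 0.969), mesenchyme genes in 2 of 4 (0.888) and housekeeping genes in 4 of 7 (0.888), with Actb at 0.09 and Ywhaz at 0.03, both lower without WT 2. Too few genes were measured to test red blood cells (Hbb-y 0.31, SE 2.89), endothelium (Kdr -0.03, Cldn5 -0.01, Egfl7 0.19) and macrophages (Tyrobp 0.38, C1qa -0.10, Csf1r -0.02), and of these 7 genes all but Tyrobp (0.19 without OC1-KO 3) change sign when 1 array is left out; with 4 macrophage genes measured, that list was higher without OC1-KO 1 (adjusted p = 0.0442, and adjusted p = 0.719 with an estimated correlation) and without OC1-KO 2 (adjusted p = 0.0362, and adjusted p = 0.721 with an estimated correlation). In both embryos numbered 3, 14 of 18 lens genes, 5 of 9 red blood cell genes, 11 of 15 mesenchyme genes, 2 of 13 endothelial genes and 4 of 12 macrophage genes were above all 4 other arrays. Xist, transcribed from the inactive X, was at 13.81, 14.01 and 14.13 in WT 2, OC1-KO 2 and OC1-KO 3 and at most 5.79 in the others, where the Y-linked Kdm5d was at least 9.44; the embryos numbered 3 thus differ in sex, and the other pairs do not.

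At an unadjusted p under 0.05, 210 probe sets differed between OC1-KO and WT, within the 186 to 261 of the other splits of the arrays that part all 3 pairs, as this one does; the 1044 that chance gives on average holds for arrays that do not pair. Of the 10 splits of the arrays into 3 and 3, 9 gave as many, the real one included, the highest 2612, and 10 splits are too few for a share under 0.05. The splits that part 1 pair gave 914 to 2612, which points to a structure of the arrays by embryo number; with the pairs as a block, the other splits that part all 3 gave 727 to 1619 against the real 913.

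Strain variants linked to the targeted allele may shift the signal of genes near Onecut1 on chromosome 9. Within 20 Mb of it, 3 of 192 genes had an unadjusted limma p under 0.05, against 83 of 10306 others (1.56% and 0.805%; odds ratio 1.95, 95% interval 0.392 to 6.00; Fisher's exact p = 0.208), and the p was 1 within 10 Mb, 0.414 within 40 Mb and 0.145 within 60 Mb, so a linked effect cannot be told apart from none with so few genes. With the pairs as a block, 8 of 192 against 314 of 10306 genes were at an unadjusted p under 0.05 (odds ratio 1.38, Fisher's exact p = 0.392), an odds ratio under the 1.5 set in advance for no effect, which the unblocked one is not. Of the 8 genes within 60 Mb at an unadjusted limma p under 0.05, S1pr2 and Cish were higher, by 0.46 each, and the others, Smad6 among them, lower. On the same chromosome, Lars2, 2010315B03Rik and Lztfl1 were singled out after their values were seen. Lars2 differed by -1.13 (limma with the pairs as a block, unadjusted p of 0.000318 and adjusted p of 0.999). 2010315B03Rik differed by -1.88 (-1.20 without OC1-KO 3). Lztfl1 differed by -2.81 and -1.36 on 2 of its 4 kept probe sets. On the other 2 kept it differed by 0.09 and -0.14, whose signs change when 1 array is left out. An effect of the loss of Onecut1 on these genes is the biological explanation and was not tested.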
